# Retinal astrocytes transcriptome reveals Cyp1b1 regulates the expression of genes involved in cell adhesion and migration

**DOI:** 10.1371/journal.pone.0231752

**Published:** 2020-04-24

**Authors:** Juliana Falero-Perez, Christine M. Sorenson, Nader Sheibani

## Abstract

Astrocytes (AC) are the most abundant cells in the central nervous system. In the retina, astrocytes play important roles in the development and integrity of the retinal neurovasculature. Astrocytes dysfunction contributes to pathogenesis of a variety of neurovascular diseases including diabetic retinopathy. Recent studies have demonstrated the expression of Cyp1b1 in the neurovascular cells of the central nervous system including AC. We recently showed retinal AC constitutively express Cyp1b1, and global Cyp1b1-deficiency (*Cyp1b1*-/-) attenuates retinal ischemia-mediated neovascularization *in vivo* and the pro-angiogenic activity of retinal vascular cells *in vitro*. We also demonstrated that Cyp1b1 expression is a key regulator of retinal AC function. However, the underlying mechanisms involved need further investigation. Here we determined changes in the transcriptome profiles of *Cyp1b1*+/+ and *Cyp1b1*-/- retinal AC by RNA sequencing. We identified 585 differentially expressed genes, whose pathway enrichment analysis revealed the most significant pathways impacted in *Cyp1b1*-/- AC. These genes included those of axon guidance, extracellular matrix proteins and their receptors, cancer, cell adhesion molecules, TGF-β signaling, and the focal adhesion modulation. The expression of a selected set of differentially expressed genes was confirmed by RT-qPCR analysis. To our knowledge, this is the first report of RNAseq investigation of the retinal AC transcriptome and the molecular pathways impacted by Cyp1b1 expression. These results demonstrated an important role for Cyp1b1 expression in the regulation of various retinal AC functions, which are important in neurovascular development and integrity.

## Introduction

The cytochrome P450 superfamily consists of many heme-containing monooxygenases. They are best known for their roles in drug metabolism. CYP1B1 is involved in many processes in the body, such as assisting with reactions that break down drugs and produce certain fats (lipids). It is expressed in both adult and fetal human extrahepatic tissues, including most of the parenchymal and stromal tissues from brain, kidney, prostate, breast, cervix, uterus, ovary, lymph nodes [1], and ocular tissues [2, 3]. Mutations in this enzyme are a risk factor for the development of primary congenital glaucoma in humans [4]. However, the underlying cellular and molecular mechanisms are not fully revealed.

We previously showed expression of Cyp1b1 is essential for ischemia-mediated retinal neovascularization as occurs in retinopathy of prematurity, and the proangiogenic function of retinal vascular cells in culture [5–7]. However, how Cyp1b1 expression impacts these processes remained largely unknown. We showed Cyp1b1 is constitutively expressed in vascular endothelial cells and perivascular supporting cells from vascular beds of many organs including retina [5, 7]. Recently, we also demonstrated that Cyp1b1 is expressed in retinal astrocytes (AC), and *Cyp1b1*-/- retinal AC are more proliferative and migratory [8]. These cells produced increased amounts of fibronectin and its receptors αvβ3 and α5β1 integrins. However, production of inflammatory mediators such as BMP-7 and MCP-1 were decreased in *Cyp1b1*-/- AC. In addition, we observed a significant increase in CD38 expression when *Cyp1b1*-/- AC were challenged with H_2_O_2_ compared with *Cyp1b1*+/+ cells. *Cyp1b1*-/- AC also showed enhanced connexin 43 phosphorylation compared with *Cyp1b1*+/+ cells [8]. Thus, Cyp1b1-deficiency in AC was associated with increased resistance towards oxidative stress.

Astrocytes are the major cell type in the optic nerve head and are vital to the development and maintenance of the retinal astrocytic network and angiogenesis [9, 10]. Under pathological conditions, AC become reactive and contribute to various ocular pathologies including glaucoma and diabetic retinopathy [11]. However, there still much more to delineate regarding Cyp1b1 expression and function in AC. The few studies available to date have confirmed Cyp1b1 expression in AC and neurons, and its upregulation in a variety of gliomas [1, 12]. To our knowledge, we were first to report the impact of Cyp1b1 expression on retinal AC function. However, the intracellular pathways that mediate these activities of Cyp1b1 in AC remain elusive.

RNAseq is one transcriptomic approach where the total complement of RNAs from a given sample is isolated and sequenced using high-throughput technologies [13]. RNAseq technology has the potential to provide very useful, detailed information on the intracellular pathways impacted by Cyp1b1 expression, and identify the networks of genes involved. The purpose of the current study was to utilize this powerful technique to delineate the detailed molecular mechanisms of Cyp1b1 action in retinal AC by determining the changes in patterns of gene expression networks impacted by Cyp1b1 expression. The identification of genes whose expression is affected by the presence or absence of Cyp1b1 will provide additional clues to the intracellular mechanisms of Cyp1b1 action and function in retinal AC. This knowledge should lead to the discovery of new targets for modulation of Cyp1b1 activity and their potential therapeutic use.

## Results

### RNAseq analysis and global gene expression profiles of *Cyp1b1+*/+ and *Cyp1b1-*/- retinal AC

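RNA of retinal astrocytes (AC) from 4-week-old mice was sequenced as 4 Cyp1b1+/+ libraries and 4 libraries labelled Cyp1b1-/-. Cyp1b1, the targeted gene, encodes a cytochrome P450 enzyme (ENSMUSG00000024087, chromosome 17 of GRCm38, 79701537 to 79715061). Its normalized value was 749, 829, 856 and 882 in Cyp1b1+/+ replicates 1 to 4, and 1296, 1276, 1288 and 1368 in the libraries labelled Cyp1b1-/-. The means were 829 ± 57.6 and 1307 ± 41.5 (SD, n = 4 libraries each), a log2 fold change of 0.66 (standard error 0.05, adjusted p = 3.11e-06 from limma). Every library labelled Cyp1b1-/- lay above every Cyp1b1+/+ library (exact permutation test, two-sided p = 0.029, the smallest p that 4 libraries against 4 allow). The level of the targeted gene therefore runs against the genotype label, and the groups are named by their labels throughout. The values are per gene and do not show which exons the reads lie in. The paper states that RT-qPCR of other genes on newly extracted RNA gave changes like those of the sequencing, of which 9 of 27 did not reach significance, and that less BMP-7 and MCP-1 and more fibronectin and more αvβ3 and α5β1 integrins had been found before in Cyp1b1-/- AC. Here Bmp7 and Ccl2, the MCP-1 gene, were lower and the fibronectin gene Fn1 higher in the libraries labelled Cyp1b1-/-, the last of them not past the test with Cyp1b1+/+ replicate 1, 2 or 4 or replicate 3 labelled Cyp1b1-/- left out. Of the genes of these integrins, Itgb3 and Itga5 were lower and Itgav and Itgb1 did not pass, though Itgav was lower without Cyp1b1+/+ replicate 1 and with the replicate number as a block. The paper words the earlier findings as amounts that the cells produced, while the values here are RNA levels of single genes. The directions of the RNA run both with and against those findings, but the measures differ. These RNA levels do not show the state of the Cyp1b1 allele.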

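The authors aligned paired-end reads to the mouse genome with STAR, counted them per gene with RSEM, removed genes of low abundance and normalized by TMM. The values used here are the authors' normalized values, rounded to whole numbers, for 13575 genes; they are not raw counts. The total normalized value per library was 19261729 to 19370850 (median 19331576) in Cyp1b1+/+ and 19491502 to 20134745 (median 19543374) in the libraries labelled Cyp1b1-/-. The paper's average read numbers are 2.34 and 2.32 in units of 1e7 reads per library; the tests use the normalized values, and the raw depth of each library is not known. Each gene was tested with limma (with a mean-variance trend) on log2(value + 1), with Benjamini-Hochberg adjustment over the 13575 genes. The added 1 makes the fold changes of genes with low values smaller. The fit also averages logs, and some such genes lie above the authors' value, such as Gm10020 (log2 fold change 8.37, against 7.87). Nothing says that the replicates came from separate cultures or animals, so p-values measure the spread between these samples, which may be technical.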

In order to investigate the impact of Cyp1b1 expression on the transcriptome profile of retinal AC, we performed RNAseq analysis of *Cyp1b1*+/+ and *Cyp1b1*-/- AC. All samples were uniquely barcoded, pooled and sequenced in one lane on an Illumina HiSeq 2500 platform. The average number of reads for *Cyp1b1*+/+ AC was 2.34x10^7^ and for *Cyp1b1*-/- AC was 2.32x10^7^. All sequence reads were mapped to the reference mouse genome using STAR (Spliced Transcripts Alignment to a Reference) [14]. To determine the expression level of various genes, mapped paired-end reads for genes were counted in each sample using RSEM (RNASeq by Expectation Maximization) [15]. Gene expression was normalized by the method of trimmed mean of M-values (TMM), where the product of this factor and the library sizes defines the effective library size [16]. For each sample contrast, simple boxplots per sample expression distributions were constructed before and after TMM normalization (Fig 1A). 

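The distributions of normalized values lay close together. The median of log2(value + 1) was 8.93 to 8.94 in the Cyp1b1+/+ libraries and 8.96 to 8.99 in the libraries labelled Cyp1b1-/-. The lower quartile was 6.82 to 6.87 and 6.83 to 7.01, and the upper quartile 10.37 to 10.39 and 10.39 to 10.42. The 10 most abundant genes of a library held 5.28% to 5.78% and 5.20% to 5.87% of its total. Among the most abundant genes, named after their values were seen, were Vim, an intermediate filament gene of astrocytes and mesenchymal cells (78996 ± 2848 in Cyp1b1+/+, SD, n = 4), Fn1, the fibronectin gene (73166 ± 5178), and Eef1a1, a translation factor (132000 ± 7103). In the libraries labelled Cyp1b1-/-, Vim had 109260 ± 13032, Fn1 91031 ± 15939.7 and Eef1a1 157498 ± 22438. Actb, a cytoplasmic actin, had 60588 ± 1519 and 64610 ± 15916 (adjusted p = 0.701 from limma).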

Overall TMM values were similar in each sample, indicated by the uniform distributions.

**Fig 1:**
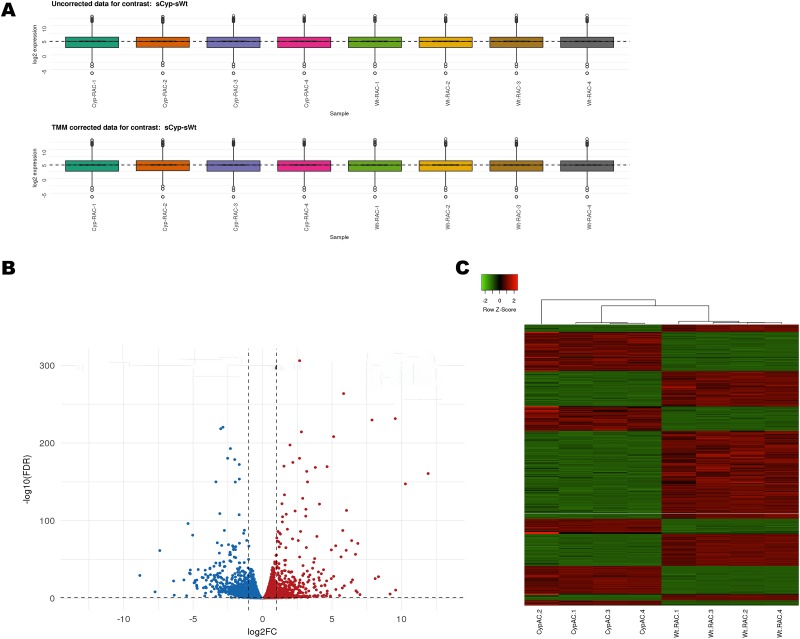
Gene expression profiles of the *Cyp1b1*+/+ and *Cyp1b1*-/- retinal AC. (A) Box plot showing overall TMM expression values for the *Cyp1b1*-/- AC and control samples. (B) Volcano plot showing differentially express genes. For each plot, the X-axis represents log_2_ FC and the Y-axis represents -log_10_ (FDR). The differentially expressed genes (DEG) are shown as red indicating increased expression and blue indicating decreased expression. (C) Hierarchical clustering of DEG. Red indicates increased expression and green indicates decreased expression. The DEG were defined as having absolute FC> 1.5 and an FDR< 0.05.

Analysis of differentially expressed genes was performed with a glm using the edgeR package [17]. In order to decide which genes are differentially expressed (DEG), the adjusted p-value-not the raw p-value- was defined to be 0.05. To control the false discovery rate (FDR), a Benjamini-Hochberg correction was applied [18]. 

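Of the 13575 genes, 3636 were higher and 3649 lower in the libraries labelled Cyp1b1-/- at an adjusted p under 0.05 from limma, 53.7% of those tested. Of these, 963 were higher and 1125 lower by more than 1.5-fold, and 354 and 614 by more than 2-fold. In 6690 genes (49.3%) the 4 values of one genotype all lay above those of the other, where chance gives 2.86%. The direction follows the labels, which the level of Cyp1b1 runs against. Retinoid metabolism, to which cytochrome P450 enzymes contribute, gives an example. Of its 13 genes measured, 5 were higher, 2 lower and 6 did not pass, with the same counts when adjusted over the list alone. Crabp1, which binds retinoic acid, rose from 344 ± 27.4 to 2168 ± 78.0 (SD, n = 4; log2 fold change 2.66, standard error 0.06, adjusted p = 4.46e-10 from limma). Aldh1a1, an enzyme that makes retinoic acid, fell from 3719 ± 278 to 923 ± 64.1 (log2 fold change -2.01, standard error 0.06, adjusted p = 4.99e-09 from limma). Cyp26b1, which breaks it down, rose from 424 ± 33.3 to 882 ± 63.7 (log2 fold change 1.06, standard error 0.07, adjusted p = 7.65e-07 from limma). Rdh5 (log2 fold change 1.20, adjusted p = 8.55e-06 from limma) and Rdh11 (log2 fold change 0.16, adjusted p = 0.0181 from limma) were higher as well, and Rxra, a retinoid receptor, was lower (log2 fold change -0.14, adjusted p = 0.0433 from limma). Rdh11 no longer passed without Cyp1b1+/+ replicate 3 or 4 or replicate 3 or 4 labelled Cyp1b1-/-. Rxra no longer passed without Cyp1b1+/+ replicate 1, 2 or 4 or replicate 2, 3 or 4 labelled Cyp1b1-/-; the list then held 1 lower gene without Cyp1b1+/+ replicate 2 or 4 or replicate 3 or 4 labelled Cyp1b1-/-. These 3 were named after their values were seen.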

Fig 1B represents a Volcano plot showing DEG as red and blue dots denoting up- and down-regulated expression, respectively, at an adjusted p-value (FDR) significance threshold of 0.05. The gray dots reflect those genes with no evidence of statistically significant changes in expression. The two solid gray lines denote the boundary of a two-fold change. We also conducted a hierarchical clustering analysis of DEG from all samples with Ward’s method of Euclidean distances [19], and created a heatmap with the heatmap function from Heatmapper: web-enabled heat mapping for all [20]. The results indicated that gene expression was similar in each group (Fig 1C).

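Each of the 8 libraries clustered with its own genotype label on all 13575 genes. It also did so on the 297 genes with an unadjusted p under 1e-7 from limma and a change over 2-fold, which were selected by their difference between the labels. Pearson correlations of log2 values across genes were 0.989 to 0.992 between Cyp1b1+/+ libraries and 0.929 to 0.954 between the genotypes. Between the libraries labelled Cyp1b1-/- they were 0.962 to 0.990, and 0.990 for each pair without replicate 2. Genes are not independent replicates. Replicate 2 labelled Cyp1b1-/- stood apart in matrix genes. Tgfbi, a secreted matrix protein induced by TGF-β, had a normalized value of 8227 there and a mean of 70 ± 2.65 (SD, n = 3) in the other libraries with its label. Col6a2, a chain of collagen VI, had 6170 against 93.3 ± 5.51, and Grem1, a BMP antagonist, 4089 against 1045 ± 77. These 3 genes were named after their values were seen. In all, 523 genes lay more than 2-fold above the mean of the other libraries with its label, and 56 to 78 did so in each of the other 3.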

The samples from the *Cyp1b1*+/+ and *Cyp1b1*-/- AC groups were assayed for DEG. The threshold was adjusted to Log2 fold-change with an absolute value of 2.0 and a p-value <1e-7. This yielded 585 transcripts (236 up- and 349-downregulated) for the downstream pathway analysis. 

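At an unadjusted p under 1e-7 from limma and a change of more than 2-fold, 134 genes were higher and 163 lower in the libraries labelled Cyp1b1-/-. Bmp8b, a growth factor of the BMP family, rose from 3 ± 1.63 to 1376 ± 45.7 (SD, n = 4; log2 fold change 8.53, standard error 0.27, adjusted p = 5.72e-09 from limma). Casp1, the protease of the inflammasome, fell from 154 ± 15.8 to 0.75 ± 1.50 (log2 fold change -6.77, standard error 0.45, adjusted p = 9.32e-07 from limma). Of the 585 genes of the authors' list, 583 had an adjusted p under 0.05 from limma in the direction the authors give, 295 also met the stricter criteria, and Col1a2 (adjusted p = 0.286) and the processed pseudogene Actg-ps1 (adjusted p = 0.274) did not pass. Ifi27, an interferon-induced gene, passed at a change of just under 2-fold (log2 fold change 1.00, adjusted p = 1.63e-07 from limma). Zfp976 and Zfp61, both zinc finger genes, met the stricter criteria here and are not in the authors' list. Ifi27, Zfp976 and Zfp61 were named after their values were seen. With the replicate number as a block the counts were 59 and 52. The count of lower genes depended on single libraries: it was 296 without replicate 2 labelled Cyp1b1-/-, and 92, 93 and 89 without Cyp1b1+/+ replicates 2, 3 and 4. The list was chosen by the study on these libraries, so its overlap is not independent evidence.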

The 20 most up- and downregulated genes are listed in Table 1. Within the top upregulated genes, we identified the following genes: Dsp (6.81-fold), Uty (11.92-fold), Cysltr1 (8.34-fold), Cdx2 (6.47-fold) and Kdm5d (10.28-fold). These genes have important roles in different biological and molecular processes including actin-mediated cell contraction, cardiac muscle contraction, oxidoreductase activity, and demethylase activity among others [21–24]. 

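Of the 20 genes of Table 1 listed as upregulated, 19 were higher in the libraries labelled Cyp1b1-/- at an adjusted p under 0.05 from limma, 13 encode proteins, 5 are processed pseudogenes and 4 lie on the Y chromosome. The study chose them on these libraries. Dsp, which encodes the desmosomal protein desmoplakin, had 2.50 ± 1.29 in Cyp1b1+/+ and 283 ± 502 (SD, n = 4) in the other group (log2 fold change 4.57, standard error 1.00, adjusted p = 0.00325 from limma). Replicate 2 held 1036 and the other 3 libraries 30 to 34, and without it the log2 fold change was 3.33 (adjusted p = 1.61e-05 from limma). Cdx2, a homeobox factor of the intestine, had 0.25 ± 0.5 and 32.2 ± 2.87 (log2 fold change 4.80, standard error 0.40, adjusted p = 4.85e-06 from limma). Eif2s3y and Ddx3y, both on the Y chromosome, had the largest fitted log2 fold changes, 10.30 and 10.08. Both had a mean of 0.25 in Cyp1b1+/+, so these values depend on the constant added. The same holds for Cdx2, Oxct2b and Adarb2, also at 0.25 there, and for Uty, listed at 0 in every Cyp1b1+/+ library. Sgsm1, which acts in small GTPase signaling, rose from 1.25 ± 1.26 to 136 ± 15.4 (log2 fold change 6.09, standard error 0.38, adjusted p = 6.56e-07 from limma). Among the 10 largest rises were the processed pseudogenes Rpl15-ps2 (log2 fold change 8.86), Gm10020 (8.37), Gm45315 (6.63) and Gm6969 (6.58), whose reads may be shared with their parent genes. Actg-ps1 had 19 ± 3.56 and 2036 ± 4028 (log2 fold change 2.27, standard error 1.67, adjusted p = 0.274 from limma), and 0.13 on the log2 scale without replicate 2. Gm26760 and Gm43302 are listed at 0 in every Cyp1b1+/+ library and had 34.2 ± 6.90 and 95.5 ± 73.9 in the libraries labelled Cyp1b1-/-, so no fold is given. Gm43302 is also listed at 0 in replicate 1 labelled Cyp1b1-/-, and had 75, 146 and 161 in replicates 2, 3 and 4. Of the remaining genes, Oxct2b (log2 fold change 4.70, adjusted p = 7.75e-06 from limma), Adarb2 (log2 fold change 4.22, adjusted p = 2.46e-05 from limma), Gm38312 (log2 fold change 5.95, adjusted p = 4.97e-09 from limma) and AI593442 (log2 fold change 5.89, adjusted p = 7.56e-09 from limma) were higher.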

The top downregulated genes including Ptprf (-1.01-fold), Fgf10 (-1.03-fold), Prl2c3 (-1.034), Tgfb3 (-1.04-fold), Mical1 (-1.05-fold), Ndrg2 (-1.05-fold), Ptgs1 (-1.0487-fold), Aplp1 (-1.08-fold), and Steap3 (-1.08-fold) have important roles in processes including cell proliferation, apoptosis, regulation of DNA replication, and metabolic processes among others [25–27]. 

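All 20 genes of Table 1 listed as downregulated were lower in the libraries labelled Cyp1b1-/- at an adjusted p under 0.05 from limma, with log2 fold changes from -1.08 to -1.01. They are the 20 smallest falls among the 349 lower genes of the authors' list. Ptprf, a receptor tyrosine phosphatase, fell from 3972 ± 313 to 1972 ± 87.1 (SD, n = 4; log2 fold change -1.01, standard error 0.06, adjusted p = 3.54e-07 from limma). Fgf10, a fibroblast growth factor, fell from 909 ± 10.6 to 445 ± 38.0 (log2 fold change -1.03, standard error 0.06, adjusted p = 3.49e-07 from limma). Ptgs1, which encodes the cyclooxygenase COX-1, fell from 1541 ± 95.8 to 744 ± 56.1 (log2 fold change -1.05). Mical1, which oxidizes actin, fell from 284 ± 14.0 to 138 ± 25.0 (log2 fold change -1.05). Steap3, a metalloreductase of iron uptake, fell from 396 ± 15.6 to 188 ± 20.0 (log2 fold change -1.08). Prl2c3 (log2 fold change -1.03, adjusted p = 1.88e-07 from limma), Ndrg2 (log2 fold change -1.04, adjusted p = 1.47e-06 from limma) and Aplp1 (log2 fold change -1.07, adjusted p = 9.93e-07 from limma) were lower by similar amounts. The largest falls of all genes tested were larger than these. Epsti1, an interferon-induced gene, fell from 331 ± 28.7 to 10 ± 2.58 (log2 fold change -4.94, standard error 0.17, adjusted p = 1.30e-08 from limma). Slc15a2, a peptide transporter, fell from 81.5 ± 4.65 to 2 ± 1.41 (log2 fold change -4.97, standard error 0.43, adjusted p = 5.63e-06 from limma). Pax2, a transcription factor of optic nerve astrocytes, fell from 32.8 ± 5.19 to 0.25 ± 0.5 (log2 fold change -4.81, standard error 0.41, adjusted p = 5.18e-06 from limma). C130026I21Rik (log2 fold change -4.93, adjusted p = 5.27e-06 from limma) and the processed pseudogene Gm6594 (log2 fold change -4.98, adjusted p = 3.22e-05 from limma) belong to the same group, and Gm15387, another pseudogene, had 57 ± 15.3 in Cyp1b1+/+ and is listed at 0 in every library labelled Cyp1b1-/-.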

DEG (585 total) were subjected to Gene Ontology to establish a connection with the biological processes and molecular functions that these genes contribute to (Fig 2).

**Fig 2:**
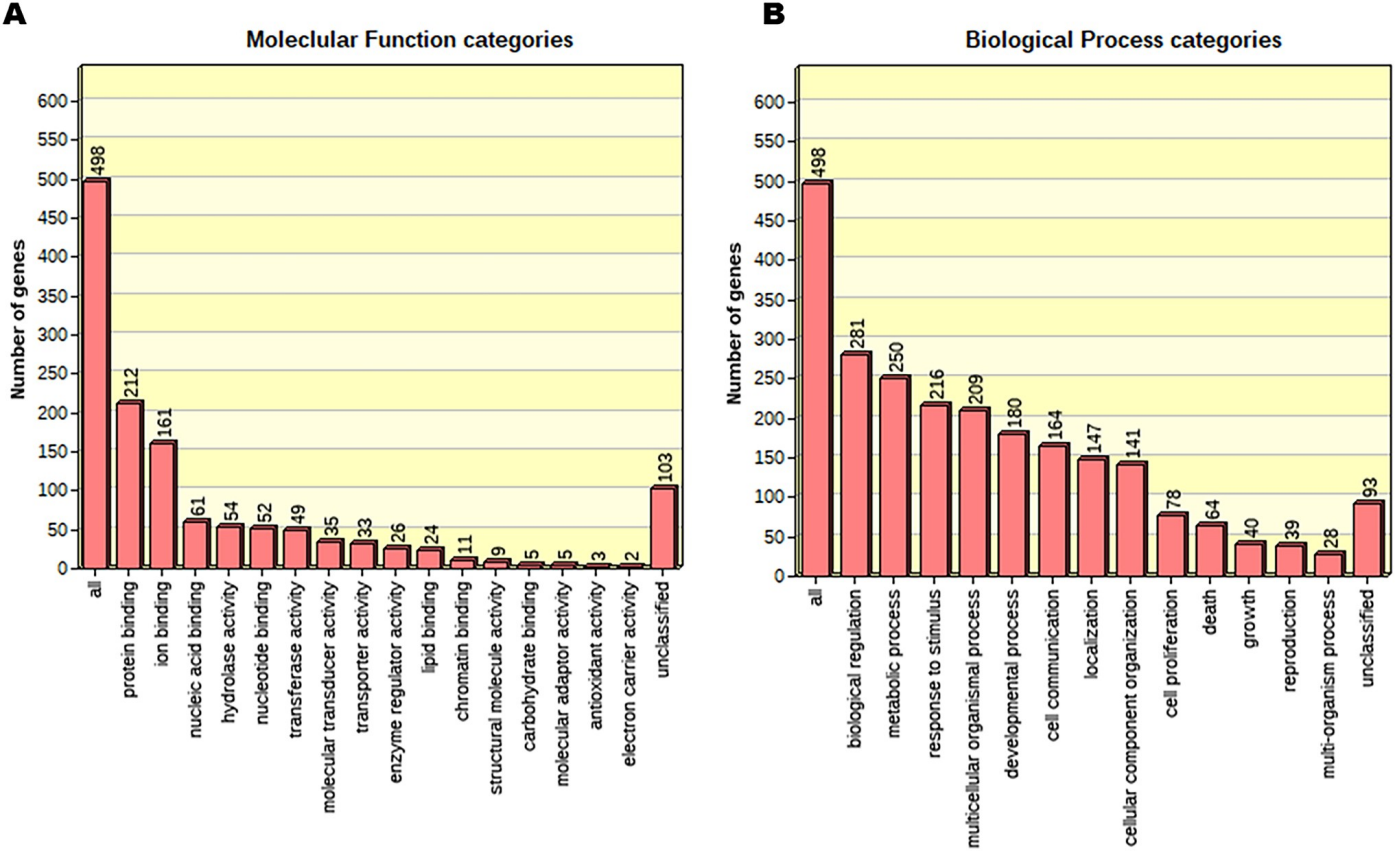
The biological process and molecular functions significantly impacted in *Cyp1b1*-/- AC. (A) Bar graph of the biological process categories. (B) Bar graph of the molecular function. DEG were subjected to GO enrichment analysis having absolute FC> 2 and a FDR< 0.05.

**Table 1:** Top 20 up- and down-regulated genes in Cyp1b1-/-AC.

Symbol	Description	Log2FC	p-value	FDR
**Up-regulated**				
Eif2s3y	eukaryotic translation initiation factor 2, subunit 3, structural gene Y-linked	12.01499	0	0
Uty	ubiquitously transcribed tetratricopeptide repeat gene, Y chromosome	11.91885	3.6E-164	1.9E-161
Ddx3y	DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked	11.79096	0	0
Kdm5d	lysine (K)-specific demethylase 5D	10.28087	8.9E-151	4E-148
Gm43302	predicted gene 43302	9.580986	1.21E-12	2E-11
Rpl15-ps2	ribosomal protein L15, pseudogene 2	9.550535	2.2E-235	3.8E-232
Bmp8b	bone morphogenetic protein 8b	8.847732	0	0
Cysltr1	cysteinyl leukotriene receptor 1	8.342675	1.93E-30	1.16E-28
Gm26760	predicted gene, 26760	8.102196	5.58E-28	2.97E-26
Gm10020	predicted pseudogene 10020	7.874941	1.6E-233	2.5E-230
Gm6969	predicted pseudogene 6969	6.85453	7.82E-74	1.63E-71
Dsp	desmoplakin	6.813457	9.78E-10	1.13E-08
Actg-ps1	actin, gamma, pseudogene 1	6.722348	1.08E-11	1.58E-10
Sgsm1	small G protein signaling modulator 1	6.689262	1.12E-59	1.78E-57
Cdx2	caudal type homeobox 2	6.474141	2.61E-26	1.27E-24
Gm38312	predicted gene, 38312	6.410902	1.62E-77	3.66E-75
Oxct2b	3-oxoacid CoA transferase 2B	6.374568	4.13E-23	1.59E-21
AI593442	expressed sequence AI593442	6.040882	1.6E-116	6E-114
Gm45315	predicted gene 45315	6.018783	7.76E-65	1.3E-62
Adarb2	adenosine deaminase, RNA-specific, B2	5.88212	2.23E-18	6.17E-17
**Down-regulated**				
Ptprf	protein tyrosine phosphatase, receptor type, F	-1.009044	3.978E-53	5.686E-51
Gprc5a	G protein-coupled receptor, family C, group 5, member A	-1.02267	2.718E-12	4.306E-11
Vax2	ventral anterior homeobox 2	-1.025959	5.515E-10	6.507E-09
Fgf10	fibroblast growth factor 10	-1.028563	3.695E-21	1.264E-19
Stard9	START domain containing 9	-1.030828	2.45E-13	4.349E-12
Lmo1	LIM domain only 1	-1.031322	5.887E-17	1.438E-15
Prl2c3	prolactin family 2, subfamily c, member 3	-1.034173	1.076E-22	4.025E-21
Gm27177	predicted gene 27177	-1.034225	3.073E-17	7.67E-16
Tgfb3	transforming growth factor, beta 3	-1.035388	2.308E-12	3.687E-11
Flrt3	fibronectin leucine rich transmembrane protein 3	-1.038403	8.71E-09	8.981E-08
Acsf2	acyl-CoA synthetase family member 2	-1.040813	9.692E-12	1.426E-10
Ppic	peptidylprolyl isomerase C	-1.042228	5.977E-32	3.847E-30
Eif3j1	eukaryotic translation initiation factor 3, subunit J1	-1.042647	4.709E-42	5.158E-40
Mical1	microtubule associated monooxygenase, calponin and LIM domain containing 1	-1.046611	1.687E-09	1.899E-08
Ndrg2	N-myc downstream regulated gene 2	-1.047743	2.791E-13	4.941E-12
Ptgs1	prostaglandin-endoperoxide synthase 1	-1.0487	5.856E-29	3.273E-27
Cbr3	carbonyl reductase 3	-1.050294	2.114E-16	4.933E-15
Slfn8	schlafen 8	-1.061261	4.262E-23	1.64E-21
Aplp1	amyloid beta (A4) precursor-like protein 1	-1.075804	8.932E-14	1.662E-12
Steap3	STEAP family member 3	-1.08044	5.467E-14	1.046E-12

The cutoff criteria for this list was any DEG with a FC> 5.88 for upregulation and FC> -1.009 for downregulation.

Pathway enrichment analysis, conducted using KEGG (Kyoto Encyclopedia of Genes and Genomes) [28–30] as a mapping database, 57 pathways were identified with significance level of 0.05. To cut down on the list the P< 0.002 was applied. The pathways with multiple points of commonality and overlap among the Axon guidance, extracellular matrix-receptor interactions, pathways in cancer, cell adhesion molecules, TGF-β signaling pathways, and the focal adhesion were identified as most significantly enriched pathways (Table 2).

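Of the 89 genes of Table 2, 39 were higher and 49 lower in the libraries labelled Cyp1b1-/- at an adjusted p under 0.05 from limma, and Col1a2 did not pass. The study chose these genes on the same libraries, so the counts are not independent evidence, and every pathway held genes that moved both ways. Of the 12 genes under axon guidance, 6 were higher and 6 lower. Ngef, an exchange factor of ephrin signaling, rose from 148 ± 4.99 to 468 ± 31.4 (SD, n = 4; log2 fold change 1.65, standard error 0.06, adjusted p = 2.54e-08 from limma), and Unc5d, a netrin receptor, fell from 162 ± 10.0 to 39.8 ± 8.22 (log2 fold change -2.02, standard error 0.15, adjusted p = 1.99e-06 from limma). Under ECM-receptor interaction, 4 of 9 were higher and 4 lower: Npnt, an integrin ligand, rose from 93 ± 2.94 to 399.8 ± 20.5 (log2 fold change 2.09, standard error 0.06, adjusted p = 4.97e-09 from limma), and Spp1, the osteopontin gene, fell from 130.5 ± 10.6 to 43.5 ± 9.57 (log2 fold change -1.59, standard error 0.16, adjusted p = 1.62e-05 from limma). Under focal adhesion, 4 of 10 were higher and 5 lower, with Col5a3 among the lower (log2 fold change -2.19, adjusted p = 1.17e-05 from limma) and Myl12b, a myosin light chain, among the higher (log2 fold change 1.18, adjusted p = 4.75e-07 from limma). Of 15 genes under pathways in cancer, 7 were higher and 8 lower, among them Dapk1, a death-associated kinase (log2 fold change -1.63, adjusted p = 5.41e-07 from limma). Of 9 cell adhesion molecules, 5 were higher and 4 lower. Of 7 TGF-β signaling genes, 5 were higher and 2 lower; the higher ones include Fst, a secreted antagonist of activin that rose from 1141 ± 71.9 to 4483 ± 173 (log2 fold change 1.97, standard error 0.05, adjusted p = 9.00e-10 from limma). Metabolic pathways leaned the other way, with 5 of 23 higher and 18 lower, among them Gldc (log2 fold change -1.65, adjusted p = 1.65e-07 from limma) and Ass1 (log2 fold change -1.39, adjusted p = 3.58e-08 from limma), enzymes of glycine and arginine metabolism. Of 10 neuroactive receptor genes, 3 were higher and 7 lower, such as the serotonin receptor Htr1b (log2 fold change -3.24, adjusted p = 4.87e-06 from limma). Calcium signaling (7 genes) and MAPK signaling (7 genes) each held 4 higher and 3 lower genes, and cytokine-receptor interaction (8 genes) 4 higher and 4 lower. Without replicate 2 labelled Cyp1b1-/- every one of these counts was the same. Mmp2, counted as higher under pathways in cancer, did not pass without Cyp1b1+/+ replicate 1, 2, 3 or 4 (adjusted p = 0.0689 to 0.0805 from limma). The paper's KEGG enrichment was not repeated here.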

**Table 2:** Pathway enrichment analysis of significantly changed genes.

KEGG Pathway name	Pathway Rank	GENES	FDR adjusted enrichment score p-value
Axon guidance	1	Sema3c, Unc5d, Sema5a, Sema3g, Ngef, Lrrc4c, Sema6b, Cxcl12, Unc5c, Sema4f, Plxnb1, Sema6a	3.32e-07
ECM-receptor interaction	2	Itga1, Col1a2, Lama2, Tnxb, Spp1, Lama5, Col5a3, Npnt, Thbs2	4.79e-06
Pathways in cancer	3	Dapk1, Arnt2, Wnt5b, Lama2, Pgf, Hhip, Apc2, Fgf7, Pax8, Lama5, Wnt4, Tgfb3, Ar, Mmp2, Fgf10	1.31e-05
Cell adhesion molecules (CAMs)	4	Vcan, Cdh4, Cd80, Cldn1, Vcam1, Cd34, Ptprf, Cdh3, Icam1	0.0002
TGF-beta signaling pathway	5	Tgfb3, Gdf5, Fst, Lefty1, Bmp7, Bmp8b, Thbs2	0.0002
Focal adhesion	6	Itga1, Col1a2,Lama2,Pgf, Tnxb, Spp1, Lama5, Col5a3, Myl12b,Thbs2	0.0002
Neuroactive ligand-receptor interaction	7	Lepr, Adra1d, Htr1b, Gria4, Grid2, Htr2a, Cysltr1,Drd4, Calcrl, Grid1	0.0020
Metabolic pathways	8	Mgat3, Itpkb, Cda, Xylb, Pla2g4b, Abat, Ckb, Ass1, Isyna1, Aldh1a7, Aldh1a1, Nnmt, Cbr2, B3gnt3, Cbr3, Gldc, Eno2, Ptgs1, Bdh2, Ldhb, Gatm, St3gal1, Sardh	0.0041
Calcium signaling pathway	9	Adcy7, Cacna1d, Itpkb, Cacna1h, Adra1d, Htr2a, Cysltr1	0.0058
Cytokine-cytokine receptor interaction	10	Lepr, Ccl7, Bmp7, Tgfb3, Tnfsf10, Cxcl11, Cxcl12, Gdf5	0.0077
MAPK signaling pathway	11	Mapk13, Tgfb3, Cacna1d, Cacna1h, Pla2g4b, Fgf10, Fgf7	0.0277

**Significantly changed transcriptome**. Column 1 lists the canonical KEGG pathway name, column 2 lists the pathway enrichment score rank in terms of p-value determined by hypergeometric test, column 3 lists the genes that mapped to the KEGG pathway, and column 4 shows the FDR adjusted p-value of significance of the pathway enrichment score.

To validate the RNAseq findings, RT-qPCR were performed on newly extracted RNA from *Cyp1b1*+/+AC and *Cyp1b1*-/-AC. From each KEGG pathway, we selected key genes with important roles in angiogenesis, apoptosis, cell proliferation, cell migration, metabolism and inflammation. We selected 27 genes (Cxcl12, Cxcl11, Col1a2, Arnt2, Fgf7, Mmp2, Bmp7, Thsb2, Bmp8b, Cdh3, Cdh4, Gdf5, Cd80, Cldn1, Lefty1, Cysltr1, Drd4, Aldh1a7, Cbr2, B3gnt3, Cbr3, Ldhb, Gatm, Adcy7, Cacna1d, Ccl7, and Mapk13) involved in the pathways identified in Table 2. We examined changes in their expression by RT-qPCR (Figs 3 and 4). 

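In the sequencing data, 20 of the 27 genes selected for RT-qPCR were higher and 6 lower in the libraries labelled Cyp1b1-/- at an adjusted p under 0.05 from limma, and Col1a2 did not pass. The study chose the genes on these libraries. Mmp2, counted among the higher, did not pass without Cyp1b1+/+ replicate 1, 2, 3 or 4. Cldn1, a tight junction protein, rose from 32 ± 4.55 to 799.8 ± 62.5 (SD, n = 4; log2 fold change 4.61, standard error 0.11, adjusted p = 8.13e-10 from limma). Cdh3, the P-cadherin gene, rose from 21.2 ± 6.70 to 286 ± 21.0 (log2 fold change 3.75, standard error 0.22, adjusted p = 3.77e-07 from limma). Fgf7, a growth factor for epithelial cells, rose from 1358 ± 75.1 to 3301 ± 241 (log2 fold change 1.28, standard error 0.06, adjusted p = 6.31e-08 from limma), and Mapk13, a p38 kinase, from 268 ± 7.79 to 844 ± 42.4 (log2 fold change 1.65, standard error 0.05, adjusted p = 4.28e-09 from limma). Gatm, an enzyme of creatine synthesis, fell from 102 ± 4.51 to 4.25 ± 2.36 (log2 fold change -4.44, standard error 0.37, adjusted p = 4.82e-06 from limma). Cd80, a costimulatory ligand of T cells, fell from 76.8 ± 4.35 to 6.50 ± 2.38 (log2 fold change -3.43, standard error 0.25, adjusted p = 1.71e-06 from limma), B3gnt3, a glycosyltransferase, from 83 ± 18.5 to 2.25 ± 1.50 (log2 fold change -4.79, standard error 0.35, adjusted p = 1.99e-06 from limma), and Cbr3, a carbonyl reductase, from 551 ± 8.66 to 265 ± 29.8 (log2 fold change -1.06, adjusted p = 1.43e-06 from limma). Several genes that rose had low values: Cacna1d had 1.25 ± 1.50 and 19.2 ± 2.22 (log2 fold change 3.44, adjusted p = 3.93e-04 from limma), Drd4 2.25 ± 0.5 and 23.2 ± 8.34 (log2 fold change 2.85, adjusted p = 7.23e-05 from limma), Lefty1 6.75 ± 3.86 and 40.2 ± 3.77 (log2 fold change 2.54, adjusted p = 1.38e-04 from limma), Aldh1a7 8.50 ± 2.89 and 85.5 ± 13.4 (log2 fold change 3.23, adjusted p = 2.63e-06 from limma) and Cbr2 8.25 ± 1.26 and 37.2 ± 7.89 (log2 fold change 2.03, adjusted p = 4.39e-05 from limma). Adcy7 (log2 fold change 1.35, adjusted p = 1.86e-06 from limma) was higher too. Replicate 2 labelled Cyp1b1-/- held the highest value of several genes. Gdf5, a BMP family ligand, had 59 there and 14 to 21 in the other 3 libraries (log2 fold change 3.86, and 3.43 without it). Ldhb, a lactate dehydrogenase subunit, had 435 there and 241 to 260 in the others (log2 fold change 2.09, and 1.90 without it). Col1a2 had a log2 fold change of 1.97 (adjusted p = 0.286 from limma) with it and 0.06 (adjusted p = 0.571) without it.

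**Figure D1:**
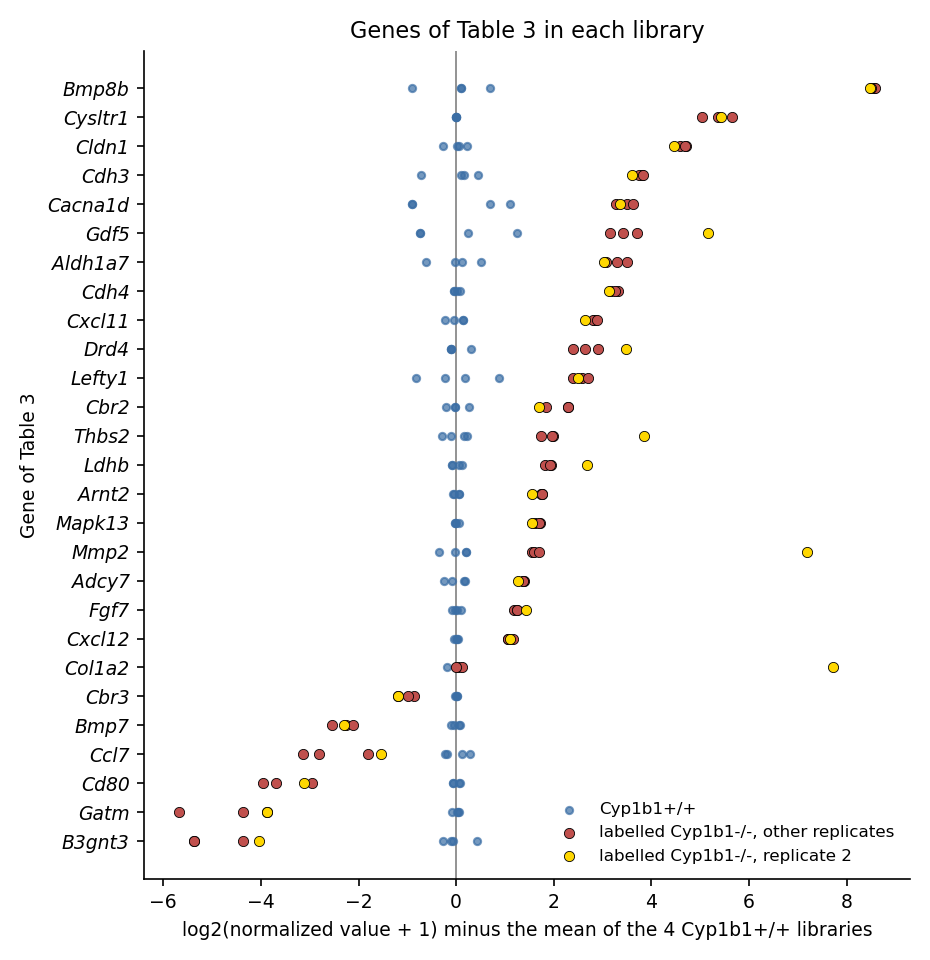
The 27 genes of Table 3 along one axis, with log2(normalized value + 1) of each library minus the mean of the 4 Cyp1b1+/+ libraries on the other; blue points are Cyp1b1+/+, red points libraries labelled Cyp1b1-/- and yellow points replicate 2 of these. Cldn1 lies at 4.61 on average in the libraries labelled Cyp1b1-/- and Gatm at -4.44, while Col1a2 of replicate 2 lies far from the other 3.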

The results obtained with RT-qPCR showed similar changes in expression as those obtained from the RNAseq studies (Table 3). However, the changes in the expression of a number of these genes did not reach significant levels. These included Cxcl12, Cysltr1, Cacna1d, Col1a2, Aldh1a7, Cbr2, B3gnt3, Gatm, and Lefty1.

**Fig 3:**
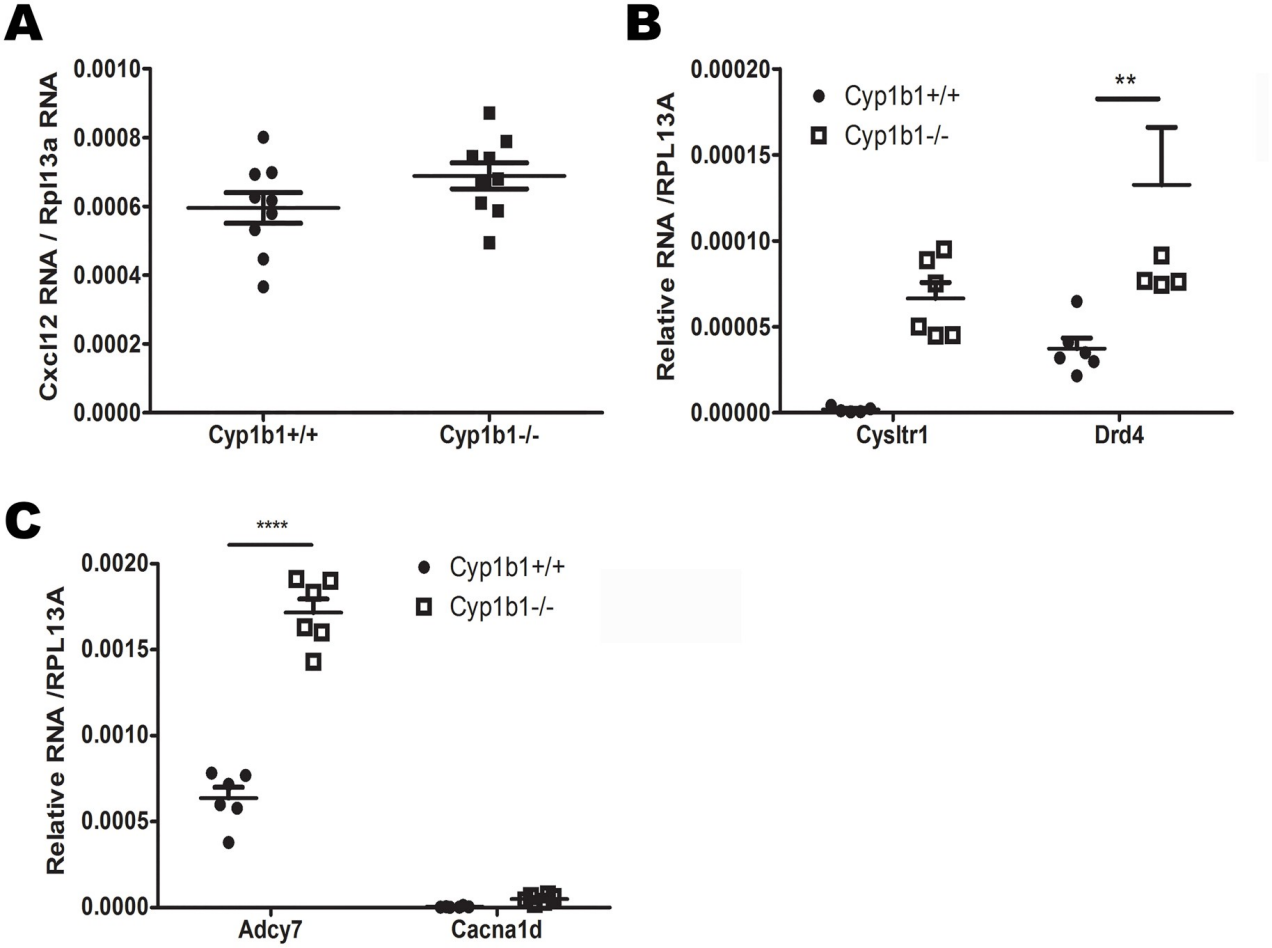
RT-qPCR validation of DEG from different pathways. (A) Genes related to the axon guidance pathway. (B) Genes related to the Neuroactive ligand-receptor interaction pathway. (C) Genes related to the Calcium signaling pathway. (**P<0.01, ****P<0.0001, n≥ 6).

**Fig 4:**
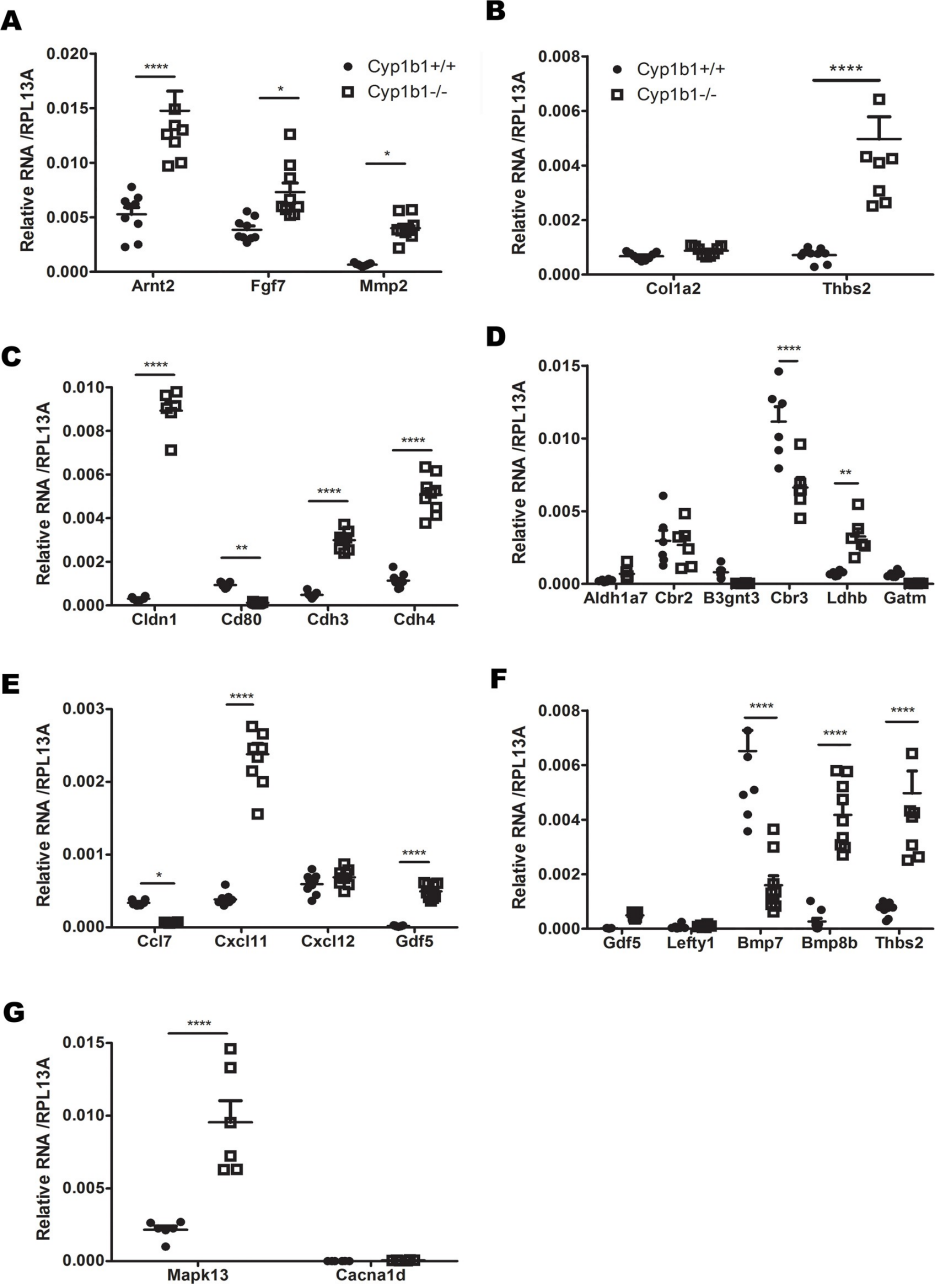
RT-qPCR validation of DEG from different pathways. (A) Genes related to the Cancer pathway. (B) Genes related to the ECM-Receptor and Focal adhesion pathways. (C) Genes related to the Cell adhesion molecules pathways. (D) Genes related to the metabolic pathways. (E) Genes related to the Cytokine-Cytokine interaction pathways. (F) Genes related to the TGF-β signaling pathway. (G) Genes related to the MAPK signaling pathways. (*P<0.05, **P<0.01, ****P<0.0001, n≥ 6).

**Table 3:** Differentially expressed gene selected for RT-qPCR validation.

KEGG pathway name	Symbol	Gene Description	Log_2_FC	p-value
**Axon Guidance**	Cxcl12	chemokine (C-X-C motif) ligand 12	1.10	2.39E-89
**ECM-receptor interaction**	Col1a2	collagen, type I, alpha 2	5.74	1.69E-15
	Thbs2	thrombospondin 2	2.67	4.62E-12
**Pathways in cancer**	Arnt2	aryl hydrocarbon receptor nuclear translocator 2	1.70	1.28E-111
	Fgf7	fibroblast growth factor 7	1.28	6.02E-86
	Mmp2	matrix metallopeptidase 2	5.28	1.77E-13
**Cell adhesion molecules**	Cdh4	cadherin 4 (retinal)	3.23	2.45E-153
	Cd80	CD80 antigen	-3.52	7.99E-27
	Cldn1	claudin 1	4.64	4.05E-173
	Cdh3	cadherin 3 (placental)	3.75	3.80E-54
**TGF-β signaling**	Gdf5	growth differentiation factor 5	4.65	2.08E-11
	Lefty1	left right determination factor 1	2.62	1.32E-12
	Bmp7	bone morphogenetic protein 7	-2.31	2.04E-59
	Bmp8b	bone morphogenetic protein 8b	8.85	0
	Thbs2	thrombospondin 2	2.67	4.62E-12
**Focal adhesion**	Col1a2	collagen, type I, alpha 2	5.74	1.69E-15
	Thbs2	thrombospondin 2	2.67	4.62E-12
**Neuroactive ligand- receptor interaction**	Cysltr1	cysteinyl leukotriene receptor 1	8.34	1.93E-30
	Drd4	dopamine receptor D4	3.32	1.86E-11
**Metabolic pathways**	Aldh1a7	aldehyde dehydrogenase family 1, subfamily A7	3.34	1.25E-25
	Cbr2	carbonyl reductase 2	2.20	3.12E-10
	B3gnt3	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 3	-5.21	
	Cbr3	carbonyl reductase 3	-1.05	2.114E-16
	Ldhb	lactate dehydrogenase B	2.15	7.57E-21
	Gatm	glycine amidinotransferase (L-arginine:glycine amidinotransferase)	-4.63	6.11E-40
**Calcium signaling**	Adcy7	adenylate cyclase 7	1.34	2.44E-15
	Cacna1d	calcium channel, voltage-dependent, L type, alpha 1D subunit	3.87	5.65E-13
	Cysltr1	cysteinyl leukotriene receptor 1	8.34	1.93E-30
**Cytokine-cytokine receptor interaction**	Ccl7	chemokine (C-C motif) ligand 7	-2.40	9.08E-10
	Bmp7	bone morphogenetic protein 7	-2.31	2.04E-59
	Cxcl11	chemokine (C-X-C motif) ligand 11	2.96	2.05E-20
	Cxcl12	chemokine (C-X-C motif) ligand 12	1.10	2.39E-89
	Gdf5	growth differentiation factor 5	4.65	2.08E-11
**MAPK signaling**	Mapk13 (P38-delta)	mitogen-activated protein kinase 13	1.66	5.24E-52
	Cacna1d	calcium channel, voltage-dependent, L type, alpha 1D subunit	3.87	5.65E-13
	Fgf7	fibroblast growth factor 7	1.28	6.02E-86

The expression of selected genes related to the KEGG pathways were validated by RT-qPCR. LogFC and p-values were obtained from RNAseq analysis.

## Discussion

In this study we used RNAseq analysis to determine the global transcriptome profile of *Cyp1b1*+/+ and *Cyp1b1*-/- AC from mouse retina. We identified 585 DEG, whose pathway analysis revealed the most significant biological functions. These included the Axon guidance, extracellular matrix (ECM)-receptor interactions, pathways in cancer, cell adhesion molecules, TGF-β signaling, and the focal adhesion regulation. 

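The axon guidance, integrin and collagen lists, fixed before the data were examined, held members that moved both ways. Some members, among them Sema3c, Unc5c, Sema6a, Sema4f and Itga1, are also in the paper's pathways, whose genes were chosen on these libraries. For these genes the changes are not independent evidence. Of 52 axon guidance genes measured, 13 were higher and 24 lower in the libraries labelled Cyp1b1-/- at an adjusted p under 0.05 from limma (14 and 25 when adjusted over the list alone). Sema3c, a secreted semaphorin, rose from 319.5 ± 9.98 to 2218 ± 91.5 (SD, n = 4; log2 fold change 2.79, standard error 0.04, adjusted p = 4.52e-11 from limma), and Unc5c, a netrin receptor, fell from 2943 ± 133 to 229 ± 17.0 (log2 fold change -3.68, standard error 0.06, adjusted p = 4.52e-11 from limma). Sema6a (log2 fold change 1.27, adjusted p = 3.07e-07 from limma) rose and Sema4f (log2 fold change -3.23, adjusted p = 3.12e-07 from limma) fell. Of 19 integrins, 4 were higher, 8 lower and 7 did not pass, with the same counts when adjusted over the list alone. Itga6, which binds laminin, rose from 2759 ± 149 to 5412 ± 363 (log2 fold change 0.97, standard error 0.05, adjusted p = 3.17e-07 from limma), and Itga1, which binds collagen, fell from 278 ± 11.5 to 106 ± 20.8 (log2 fold change -1.39, standard error 0.12, adjusted p = 5.26e-06 from limma). Itgb8 (log2 fold change 1.00, adjusted p = 7.81e-05 from limma) was higher, and so were Itga3 and Itgb7 with log2 fold changes of 0.42 and 0.90, named after their values were seen; Itga4 (log2 fold change -0.67, adjusted p = 1.62e-05 from limma) was lower. Of 24 collagens, 6 were higher and 7 lower (the same when adjusted over the list alone), and 6 and 14 without replicate 2 labelled Cyp1b1-/-, in which 6 collagens lay more than 8-fold above the other 3 libraries with its label. Col18a1, a basement membrane collagen, rose from 451 ± 56.9 to 2282 ± 198 (log2 fold change 2.34, standard error 0.09, adjusted p = 2.26e-08 from limma). Col5a2 (log2 fold change -0.77, adjusted p = 6.88e-06 from limma) and Col7a1 (log2 fold change -1.35, adjusted p = 1.37e-05 from limma) fell.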

We also found that some of the top downregulated genes were involved in biological and molecular processes including actin-mediated cell contraction, cardiac muscle contraction, cell proliferation, apoptosis and metabolic processes.

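Genes of cell contraction were among those measured. Of 6 genes of pericytes and smooth muscle, 1 was higher, 2 were lower and 3 did not pass at an adjusted p under 0.05 from limma (1 and 3 when adjusted over the list alone). Cnn1, which encodes the actin-binding protein calponin, rose from 114 ± 25 to 279.8 ± 96.7 (SD, n = 4; log2 fold change 1.25, standard error 0.22, adjusted p = 8.12e-04 from limma). Notch3 fell (log2 fold change -1.39, adjusted p = 0.00119 from limma), as did Pdgfrb (adjusted p = 0.00445 from limma), both receptors of mural cells. Acta2, smooth muscle actin, had 22691 ± 2128 and 27162 ± 5250.3 (adjusted p = 0.0985 from limma), and Tagln 18299 ± 1464 and 21975 ± 7179.9 (adjusted p = 0.302 from limma), with the highest values in replicate 2 labelled Cyp1b1-/- (34943 and 32704). Of 37 cell cycle genes, 14 were higher, 8 lower and 15 did not pass, with the same counts when adjusted over the list alone, and none of the called changes reached 2-fold. Of all genes tested, 53.7% passed. The median log2 fold change of the list was 0.02, and as a set it did not shift (adjusted p = 0.415 from limma's camera, higher). Cdk1, the kinase that drives mitosis, rose from 3857 ± 172 to 5902 ± 163 (log2 fold change 0.61, standard error 0.04, adjusted p = 6.00e-07 from limma), Cdk2 from 1564 ± 67.2 to 2188 ± 45.8 (log2 fold change 0.49, standard error 0.04, adjusted p = 2.60e-06 from limma) and Mki67, a marker of cycling cells, from 6879.5 ± 271 to 10234 ± 606 (log2 fold change 0.57, standard error 0.05, adjusted p = 4.05e-06 from limma). Mcm7, a part of the replication helicase, was higher as well (log2 fold change 0.35, adjusted p = 6.63e-06 from limma). Directions follow the labels, against which the level of Cyp1b1 runs.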

Our findings here were consistent with the results of our previous studies showing increased proliferation and migration of *Cyp1b1-/-* AC. Activation of AC proliferation and migration is important in repair of injuries in the central nervous system (CNS) and scar formation [31, 32]. AC migration is regulated by various factors, among which transforming growth factor-β (TGF-β) plays an important role [33]. In AC, TGF-β suppresses cell proliferation by inducing p15^INK4B^ expression in a Smad3-dependent manner [34]. This is consistent with our findings that showed the downregulation of TGF-β in *Cyp1b1*-/- AC. 

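The 3 TGF-β ligand genes differed in direction. Tgfb3 (ENSMUSG00000021253, chromosome 12 of GRCm38, 86056745 to 86079041) fell from 348 ± 8.38 in Cyp1b1+/+ to 169.8 ± 4.92 in the libraries labelled Cyp1b1-/- (SD, n = 4; log2 fold change -1.03, standard error 0.05, adjusted p = 1.92e-07 from limma). Tgfb2 rose from 340.2 ± 25.6 to 582 ± 48.1 (log2 fold change 0.77, standard error 0.07, adjusted p = 1.06e-05 from limma). Tgfb1 had 31.2 ± 8.92 and 55.2 ± 65.3 (log2 fold change 0.26, adjusted p = 0.724 from limma); replicate 2 labelled Cyp1b1-/- held 153 of it, and without that library the log2 fold change was -0.42 (adjusted p = 0.176). Among 27 ligands and antagonists of the TGF-β and BMP family, 9 were higher and 8 lower (the same when adjusted over the list alone). Chrdl1, a BMP antagonist, rose from 25 ± 2.31 to 871 ± 75.7 (log2 fold change 5.07, standard error 0.09, adjusted p = 1.48e-10 from limma), and Bmp7 fell from 663 ± 38.3 to 134 ± 16.9 (log2 fold change -2.31, standard error 0.09, adjusted p = 2.83e-08 from limma). Of 14 genes known to be induced by TGF-β, 2 were higher and 6 lower (the same when adjusted over the list alone), and 2 and 9 without replicate 2. Pmepa1, an inhibitor of TGF-β signaling, fell from 573 ± 33.1 to 196 ± 13.0 (log2 fold change -1.54, standard error 0.07, adjusted p = 4.87e-08 from limma) and Skil from 1439 ± 53.2 to 842 ± 20.2 (log2 fold change -0.77, standard error 0.04, adjusted p = 1.19e-07 from limma). Cdkn2b, which encodes p15 (INK4B), an inhibitor of cell division, rose from 344 ± 22.5 to 528 ± 23.3 (log2 fold change 0.62, standard error 0.06, adjusted p = 1.08e-05 from limma). Fn1, the other higher gene, did not pass without Cyp1b1+/+ replicate 1, 2 or 4 or replicate 3 labelled Cyp1b1-/-, which left 1 higher. Tested as a set with camera at the preset correlation of 0.01, these targets had an adjusted p of 0.334 with all libraries and 0.00713 (lower) without replicate 2; with an estimated correlation and all libraries the adjusted p was 0.846, the highest of the alternatives tried.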

The upregulation of Smad genes in *Cyp1b1* -/- AC was associated with the enhanced pathways in axon guidance and cell proliferation.

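Of the 8 Smad genes, the intracellular mediators of TGF-β and BMP signals, 3 were higher, 2 lower and 3 did not pass at an adjusted p under 0.05 from limma, with the same counts when adjusted over the list alone. Smad4, the common partner, rose from 1570.2 ± 67.7 to 1899.5 ± 59.5 in the libraries labelled Cyp1b1-/- (SD, n = 4; log2 fold change 0.27, standard error 0.04, adjusted p = 2.07e-04 from limma). Smad5 (log2 fold change 0.14, standard error 0.04, adjusted p = 0.00954 from limma) and Smad6 (log2 fold change 0.26, standard error 0.08, adjusted p = 0.0238 from limma) also rose. Smad6 did not pass without Cyp1b1+/+ replicate 1 or replicate 1 labelled Cyp1b1-/- (adjusted p = 0.0603 and 0.0549 from limma), which left 2 higher. In the authors' edgeR fit Smad6 did not pass either (FDR 0.144). Smad3, which carries TGF-β signals, fell from 1958 ± 78.5 to 1643 ± 56.8 (log2 fold change -0.25, standard error 0.04, adjusted p = 3.63e-04 from limma). Smad7, an inhibitor of the pathway, was lower (log2 fold change -0.29, standard error 0.09, adjusted p = 0.016 from limma), and not past the test without Cyp1b1+/+ replicate 2 (log2 fold change -0.26, adjusted p = 0.0504, the highest among its alternatives). Smad1, Smad2 and Smad9 had log2 fold changes of -0.14, 0.06 and 0.25 (adjusted p = 0.102, 0.393 and 0.0918 from limma). Smad9 had 155 in replicate 2 labelled Cyp1b1-/- and 211 to 224 in the other 3, and without that library it was higher (log2 fold change 0.37, adjusted p = 0.00144 from limma), which gave 4 higher Smads, as it was with the replicate number as a block (adjusted p = 0.0355). Smad1 was lower without replicate 4 labelled Cyp1b1-/- (log2 fold change -0.20, adjusted p = 0.0132), which gave 3 lower. Each Smad differed by less than 1.5-fold. Of 13 receptors of the family, 3 were higher and 6 lower (the same when adjusted over the list alone), with 3 lower without Cyp1b1+/+ replicate 2 or 3 or replicate 1 labelled Cyp1b1-/-. Tgfbr2 (log2 fold change 0.46, adjusted p = 1.10e-04 from limma), Tgfbr3 (log2 fold change 0.62, adjusted p = 1.58e-05 from limma) and, named after its value was seen, Bmpr1a (log2 fold change 0.17, adjusted p = 0.00337 from limma) rose; Acvr1b (log2 fold change -0.95, adjusted p = 6.57e-07 from limma) and Acvrl1 (log2 fold change -3.26, adjusted p = 5.51e-04 from limma) fell. Of 10 genes known to be induced by BMP signals, 7 were higher and 2 lower (the same when adjusted over the list alone). Id3, an inhibitor of differentiation, rose from 1479 ± 85.7 to 2283 ± 88.8 (log2 fold change 0.63, standard error 0.05, adjusted p = 1.95e-06 from limma), Hey1 from 11.5 ± 3 to 36.8 ± 5.25 (log2 fold change 1.62, standard error 0.24, adjusted p = 2.49e-04 from limma) and Id4 from 69.5 ± 6.66 to 117 ± 13.2 (log2 fold change 0.74, standard error 0.11, adjusted p = 2.84e-04 from limma), and Bambi, a decoy receptor, fell (log2 fold change -0.46, adjusted p = 2.98e-05 from limma). The lower genes were Bambi and Smad7. Since Smad7 did not pass without Cyp1b1+/+ replicate 2, both the Smads and these targets then had 1 lower gene.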

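Cxcl12 (ENSMUSG00000061353, chromosome 6 of GRCm38, 117168535 to 117181367), a chemokine that attracts cells through the receptor Cxcr4, had a normalized value of 1281 ± 29.1 in Cyp1b1+/+ and 2752 ± 84.6 in the libraries labelled Cyp1b1-/- (SD, n = 4). The log2 fold change was 1.10 (standard error 0.03, adjusted p = 4.49e-09 from limma), in the direction of the labels, which the level of Cyp1b1 runs against. Of 11 chemokine genes measured, 2 were higher and 6 lower at an adjusted p under 0.05 from limma (3 and 6 when adjusted over the list alone). Cxcl11, the gene of an interferon-induced chemokine, was the other one that rose, from 7.25 ± 0.957 to 56 ± 4.32 (log2 fold change 2.79, standard error 0.19, adjusted p = 1.15e-06 from limma). The gene annotation used here lists Cxcl11 as a polymorphic pseudogene. Ccl2, which attracts monocytes, fell from 294 ± 6.34 to 75.5 ± 7.59 (log2 fold change -1.95, standard error 0.09, adjusted p = 6.31e-08 from limma), Cxcl10 from 2430 ± 85.1 to 1402 ± 43.6 (log2 fold change -0.79, standard error 0.04, adjusted p = 8.75e-08 from limma) and Ccl7 from 34.5 ± 6.14 to 6.75 ± 3.86 (log2 fold change -2.33, standard error 0.37, adjusted p = 4.40e-04 from limma).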

Our results showed changes in Cxcl12, (also known as SDF-1). Cxcl12 is one of the most studied chemokines that induce cell proliferation and migration by binding to its receptor. Under normal conditions, Cxcl12 expression in the CNS is relatively low. However, its expression is upregulated when the CNS is affected by trauma, ischemia, inflammation or infection [35]. Enhanced Cxcl12 expression promotes proliferation of radial glia like cells after traumatic brain injury in rats [36]. Others have shown its therapeutic value by promoting autophagy and migration via PI3K-AKT-mTOR pathway [37].

We recently showed that Cyp1b1 deficiency affects retinal AC ECM production and expression of integrin receptors [8]. We also showed upregulation of cadherins, laminin, and tenascin. These molecules are well known for their roles in cell adhesion [38], and were associated with changes in adhesion observed in *Cyp1b1*-/- retinal AC [8]. 

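Of 11 cadherins measured, 5 were higher and 4 lower in the libraries labelled Cyp1b1-/- at an adjusted p under 0.05 from limma (5 and 5 when adjusted over the list alone). Cdh23, a large cadherin of sensory hair cells, rose from 188 ± 14.8 to 1391 ± 108 (SD, n = 4; log2 fold change 2.88, standard error 0.07, adjusted p = 1.12e-09 from limma), and Cdh26 from 60 ± 6.98 to 137 ± 12.8 (log2 fold change 1.18, standard error 0.11, adjusted p = 1.32e-05 from limma). The lower ones, named after their values were seen, were Cdh6, Cdh10, Cdh11 and Cdh2, the N-cadherin gene, with log2 fold changes of -2.06, -1.64, -1.46 and -0.18. Of 6 laminin chains, Lama2, Lama5 and Lamb1 were higher and 3 did not pass, with the same counts when adjusted over the list alone. Lamb1, a beta chain of basement membranes, rose from 3382 ± 212 to 4196 ± 268 (log2 fold change 0.31, standard error 0.06, adjusted p = 9.95e-04 from limma). Of the chains that did not pass, 1 was lower without Cyp1b1+/+ replicate 1 or 4 or replicate 1 or 2 labelled Cyp1b1-/-. The 4 tenascins measured differed: Tnc, the most abundant, had 21970.5 ± 1787 and 24995 ± 1112 (log2 fold change 0.19, standard error 0.06, adjusted p = 0.0231 from limma), while Tnxb fell from 126 ± 8.26 to 29.8 ± 4.86 (log2 fold change -2.05, standard error 0.14, adjusted p = 9.37e-07 from limma), Tnr from 31.5 ± 4.93 to 8 ± 2.71 (log2 fold change -1.88, standard error 0.27, adjusted p = 1.84e-04 from limma) and Tnn from 16.2 ± 6.29 to 7.75 ± 1.71 (log2 fold change -0.92, adjusted p = 0.0449 from limma). Tnc did not pass without replicate 3 labelled Cyp1b1-/- (adjusted p = 0.0603 from limma), nor in the authors' edgeR fit (FDR 0.242). Tnn did not pass without Cyp1b1+/+ replicate 1, 2 or 4 or replicate 3 or 4 labelled Cyp1b1-/- (adjusted p of at least 0.0635). Nor did Tnn pass with the replicate number as a block (0.0614) or a pseudocount of 0.1. With thrombospondins and other matrix proteins that signal to cells, 6 of 23 genes were higher and 11 lower (7 and 11 when adjusted over the list alone). Nid1, a linker of laminin and collagen IV, fell from 13493 ± 803 to 2360.2 ± 112 (log2 fold change -2.51, standard error 0.05, adjusted p = 2.16e-10 from limma), and Vcan, a large proteoglycan, rose from 1524 ± 63.4 to 4085 ± 273 (log2 fold change 1.42, standard error 0.05, adjusted p = 1.57e-08 from limma).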

Cadherin-4 (also known as R-cadherin) is involved in retinal angiogenesis during development. Dorrell et al. [39] used antibodies or peptides to neutralize R-cadherin, which prevented the normal formation of the retinal vascular network in newborn mice. They also showed that R-cadherin plays a crucial role in the endothelial–astrocyte interactions [39, 40]. Thus, Cyp1b1 expression may impact AC interactions with EC.

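Cdh4 (ENSMUSG00000000305, chromosome 2 of GRCm38, 179442431 to 179899373), the R-cadherin gene, rose from 131 ± 6.18 in Cyp1b1+/+ to 1229.8 ± 69.5 in the libraries labelled Cyp1b1-/- (SD, n = 4; log2 fold change 3.22, standard error 0.06, adjusted p = 1.25e-10 from limma). Of 21 claudins and adhesion molecules of the immunoglobulin family, 4 were higher and 10 lower (5 and 11 when adjusted over the list alone). Vcam1, which leukocytes bind, fell from 1637 ± 62.1 to 516 ± 21.7 (log2 fold change -1.66, standard error 0.04, adjusted p = 1.52e-09 from limma). Mcam, an adhesion molecule of vessels, fell from 714 ± 38.7 to 131 ± 19.7 (log2 fold change -2.45, standard error 0.10, adjusted p = 2.93e-08 from limma). Cd34, a sialomucin of progenitor and endothelial cells, rose from 216 ± 11.3 to 961 ± 50.2 (log2 fold change 2.15, standard error 0.06, adjusted p = 1.52e-09 from limma). No endothelial cells were sequenced in this series, so contact between the cell types was not measured by these data.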

Oxidative stress is implicated in many neurodegenerative diseases. Cytochrome P450 activities are generally involved in ROS production due to their involvement in the metabolism of steroids, fat-soluble vitamins, fatty acids, eicosanoids, drugs, carcinogens, and other xenobiotic chemicals [41–43]. CYP enzymes can generate superoxide and hydrogen peroxide through uncoupling reactions, for more details see [44]. We have demonstrated an important role for Cyp1b1 as a modulator of cellular redox state [45]. Studies utilizing vascular cells derived from *Cyp1b1*-/- mice showed an increase in oxidative stress in vascular endothelial cells and perivascular supporting cells [5, 7, 46]. In contrast, *Cyp1b1*-/- retinal AC did not show an increase in oxidative stress compared to *Cyp1b1*+/+ cells under basal conditions [8]. This is consistent with minimal changes in expression of genes that affect cellular redox state in the absence of Cyp1b1. However, incubation of these cells with known inducers of oxidative stress could reveal changes in genes that modulate oxidative stress. This notion is supported by our studies demonstrating that *Cyp1b1*-/- AC elicit a significantly more robust response in expression of CD38 when challenged with H_2_O_2_ compared with *Cyp1b1*+/+ cells [47]. Thus, the elucidation of the mechanisms behind AC resilience to oxidative stress, especially in the absence of Cyp1b1, needs further investigation.

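Of 47 antioxidant and redox genes measured, 14 were higher, 15 lower and 18 did not pass at an adjusted p under 0.05 from limma, with the same counts when adjusted over the list alone. Only Glrx, which reduces glutathionylated proteins (log2 fold change 1.07, named after its value was seen), and Sod3 changed by more than 2-fold. The median absolute log2 fold change of the list was 0.20. Sod3, the extracellular superoxide dismutase, fell from 67 ± 10.8 to 3.25 ± 1.26 (SD, n = 4; log2 fold change -4.03, standard error 0.27, adjusted p = 1.03e-06 from limma). Cyba, a subunit of NADPH oxidase, fell from 1296 ± 49.6 to 668 ± 15.0 (log2 fold change -0.95, standard error 0.04, adjusted p = 3.58e-08 from limma), and Mt2, a metallothionein, from 972 ± 50.5 to 526 ± 27.7 (log2 fold change -0.88, standard error 0.05, adjusted p = 4.80e-07 from limma). Gpx4, which reduces lipid peroxides, rose from 3585 ± 50.9 to 5433 ± 268 (log2 fold change 0.60, standard error 0.04, adjusted p = 6.61e-07 from limma).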

Cytochrome P450 enzymes are involved in metabolism of drugs, and are major source of variability in drug pharmacokinetics and responses. However, in some cases they can also activate compounds consumed in food, converting pro-carcinogens to carcinogens [48]. CYP proteins, involved in steroid or retinoic acid metabolism, could promote or suppress tumors development through hormonal control [49, 50]. Genetic variability could play a role if a polymorphism affected a CYP protein involved in such processes [51]. 

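Hhip (ENSMUSG00000064325, chromosome 8 of GRCm38, 79965851 to 80058006), a decoy that binds hedgehog ligands, fell from 547 ± 35.2 in Cyp1b1+/+ to 70.8 ± 9.74 in the libraries labelled Cyp1b1-/- (SD, n = 4; log2 fold change -2.94, standard error 0.10, adjusted p = 9.43e-09 from limma). Arnt2, a partner of the aryl hydrocarbon receptor and hypoxia factors, rose from 728 ± 34.2 to 2366 ± 163 (log2 fold change 1.70, standard error 0.05, adjusted p = 6.34e-09 from limma); replicate 2 held 2124 and the other 3 libraries 2423 to 2471. The laminin chain Lama2, of muscle and nerve basement membranes, rose from 1265 ± 90.6 to 3425 ± 187 (log2 fold change 1.44, standard error 0.06, adjusted p = 2.93e-08 from limma), and Lama5 from 383 ± 42.3 to 1135 ± 113 (log2 fold change 1.57, standard error 0.09, adjusted p = 4.36e-07 from limma). Growth factors of 2 other families tied to cancer were counted as well. Of 5 fibroblast growth factors, Fgf7 was higher, Fgf10 and Fgf13 (log2 fold change -0.83, adjusted p = 0.0185 from limma) were lower and Fgf2 and Fgf22 did not pass; the median log2 fold change was 0.05, while limma's camera placed the set among the lower ones (adjusted p = 0.849). Of 7 Wnt genes, Wnt5b (log2 fold change 1.56, adjusted p = 5.63e-06 from limma), Wnt4 (log2 fold change 1.86, adjusted p = 6.13e-06 from limma) and Wnt5a (log2 fold change 0.29, adjusted p = 1.90e-04 from limma) were higher and Wnt2 (log2 fold change -0.89, adjusted p = 0.0264 from limma) lower. The median log2 fold change of the Wnt genes was -0.18, while limma's camera placed the set among the higher ones (adjusted p = 0.636). Wnt2 did not pass without Cyp1b1+/+ replicate 1, 2 or 4 or replicate 3 labelled Cyp1b1-/-, and without replicate 2 labelled Cyp1b1-/- 2 Wnt genes were lower. Counts for both families were the same when adjusted over the list alone.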

Our study found multiple genes in the cancer pathway that are associates with the progression or suppression of cancer such as laminin, Tgfβ3, Hhip, Arnt2 and Mmp2 [52–54]. 

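Mmp2 (ENSMUSG00000031740, chromosome 8 of GRCm38, 92827291 to 92853420), which encodes the gelatinase that degrades collagen IV, had a normalized value of 84.8 ± 14.7 in Cyp1b1+/+ and 3288 ± 6056 in the libraries labelled Cyp1b1-/- (SD, n = 4; log2 fold change 3.01, standard error 1.08, adjusted p = 0.0377 from limma). The mean rests on replicate 2, which held 12371 where the other 3 libraries held 249 to 275. Without that library the log2 fold change was 1.62 (adjusted p = 1.96e-07 from limma). With it kept and Cyp1b1+/+ replicate 1, 2, 3 or 4 left out, Mmp2 did not pass (adjusted p = 0.0805, 0.0712, 0.0745 and 0.0689 from limma). The same library held the highest values of other matrix genes. Thbs2, a thrombospondin that binds Mmp2, had 1188 there and 276 to 328 in the other 3 (log2 fold change 2.38 with it, 1.90 without it). Col1a2, a chain of collagen I, had 44444 there and 210 to 230 in the other 3. Col1a1, the other chain, had 122121 there, and its log2 fold change was 1.24 (adjusted p = 0.402 from limma) with the library and -0.29 (0.0191) without it. Col3a1 had 6407 there, with log2 fold changes of -2.20 (0.182) and -3.88 (4.10e-11). Col1a1 and Col3a1 were named after their values were seen.

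**Figure D2:**
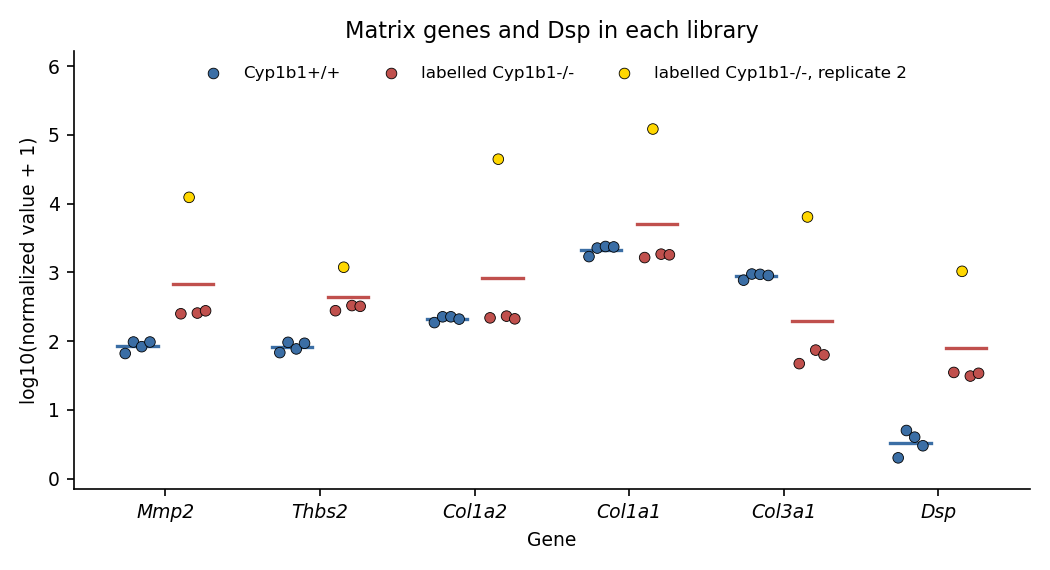
Log10(normalized value + 1) of Mmp2, Thbs2, Col1a2, Col1a1, Col3a1 and Dsp in each library; blue points are Cyp1b1+/+, red points libraries labelled Cyp1b1-/- and yellow points replicate 2 of these, with bars at the group means of the log values. Mmp2 reaches 12371 in replicate 2 and Col1a2 44444.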

Mmp2 was upregulated in this pathway and is implicated in cancer cell migration [55]. A previous study using a microarray analysis, demonstrated that the increased expression of Mmp2 is involved in invasiveness of malignant glioma [56, 57], an observation that is consistent with our findings. Thus, Cyp1b1 expression has an important role in modulating AC migration by suppressing Mmp2 expression.

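Among 24 matrix metalloproteinases, ADAMTS proteases and their inhibitors, 8 were higher, 9 lower and 7 did not pass at an adjusted p under 0.05 from limma (8 and 10 when adjusted over the list alone). Mmp16, a membrane-bound protease that activates Mmp2, rose from 2839.5 ± 148 to 5025 ± 228 (SD, n = 4; log2 fold change 0.82, standard error 0.05, adjusted p = 2.97e-07 from limma). Timp2, an inhibitor of Mmp2, rose from 12114 ± 438 to 17240 ± 203 (log2 fold change 0.51, standard error 0.03, adjusted p = 1.01e-06 from limma), and Adamts3, which trims procollagen, from 63.8 ± 6.85 to 190 ± 13.9 (log2 fold change 1.56, standard error 0.10, adjusted p = 9.55e-07 from limma). Adamts14, which does the same, fell from 1263 ± 101 to 330 ± 14.6 (log2 fold change -1.93, standard error 0.06, adjusted p = 6.34e-09 from limma). The paper concludes that Cyp1b1 modulates astrocyte migration by suppressing Mmp2. It draws on the higher Mmp2 in the cells labelled Cyp1b1-/- and on reports of the part of Mmp2 in the migration of tumor cells. Earlier work that it cites found Cyp1b1-/- AC more migratory, and Mmp2 is not among the RT-qPCR changes it lists as not significant. The sequencing compares cultures of the genotypes, and neither migration nor Mmp2 activity was measured in it. The level of Cyp1b1 itself runs against the labels.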

A limitation of our studies is the use of cells prepared from mix genders. Our initial in vivo and in vitro vascular cell culture studies did not demonstrate a gender bias in the noted phenotypes with *Cyp1b1*-deficiency. However, our gene expression studies here showed some of the differentially expressed genes in Cyp1b1 null cells are sex linked: Uty; Y-chromosome, Cysltr1; X-chromosome, and Kdm5d; Y-chromosome. Thus, Cyp1b1-deficiency impact on gene expression, and likely noted phenotypes, could be deferentially impacted by gender. 

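Of 7 genes tested on the Y chromosome, 4 were absent or nearly so in one group. Uty, a histone demethylase gene, is listed at 0 in every Cyp1b1+/+ library and had 484 ± 18.5 in the libraries labelled Cyp1b1-/- (SD, n = 4; adjusted p = 1.96e-10 from limma). Kdm5d, another, had 0.25 ± 0.5 and 452 ± 29.1 (log2 fold change 8.57, adjusted p = 4.41e-09 from limma), Eif2s3y, a translation factor, 0.25 ± 0.5 and 1504 ± 63.1 (log2 fold change 10.30, adjusted p = 5.50e-10 from limma), and Ddx3y, an RNA helicase, 0.25 ± 0.5 and 1288 ± 43.3 (log2 fold change 10.08, adjusted p = 6.49e-10 from limma). Xist, the RNA that silences one X chromosome in female cells, fell from 24444 ± 2421 to 40.8 ± 5.38 (log2 fold change -9.20, standard error 0.10, adjusted p = 5.29e-12 from limma). Cysltr1, a leukotriene receptor on the X chromosome, is listed at 0 in Cyp1b1+/+ and had 40.8 ± 6.99 in the other group (adjusted p = 1.01e-06 from limma). All 4 Y-linked genes of a list fixed beforehand were higher. The paper had already listed each of them among its top upregulated genes from these libraries, so this was known in advance. Of 11 genes of X inactivation or known to escape it, 1 was higher and 6 were lower, with 2 higher without replicate 2 labelled Cyp1b1-/- or Cyp1b1+/+ replicate 3 or with the replicate number as a block. Counts for both lists were the same when adjusted over the list alone. Eif2s3x (log2 fold change -0.64, adjusted p = 3.66e-06 from limma), Kdm5c (log2 fold change -0.49, adjusted p = 7.89e-07 from limma) and Kdm6a (log2 fold change -0.43, adjusted p = 6.42e-06 from limma), which escape silencing, were lower. Of 446 genes tested on the X chromosome, 120 were higher and 110 lower, and of the 7 on the Y chromosome 4 were higher and 1 lower. The lower one, Erdr1, in the region that X and Y share, had 740 ± 204 and 212 ± 19.1 (log2 fold change -1.76, adjusted p = 2.65e-05 from limma). The pseudogenes Gm20775 (150.2 ± 25.2 and 133 ± 33.2) and Mid1-ps1 (1.25 ± 2.50 and 19.8 ± 20.4) did not pass (adjusted p = 0.42 and 0.081 from limma), though Mid1-ps1 was higher without replicate 1 labelled Cyp1b1-/- and with the replicate number as a block (adjusted p = 0.00734 and 0.0486). These 3 were named after their values were seen. Of the 297 genes at the stricter criteria, 8 lie on X and 4 on Y. With sex and genotype divided alike, the tests do not separate them.

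**Figure D3:**
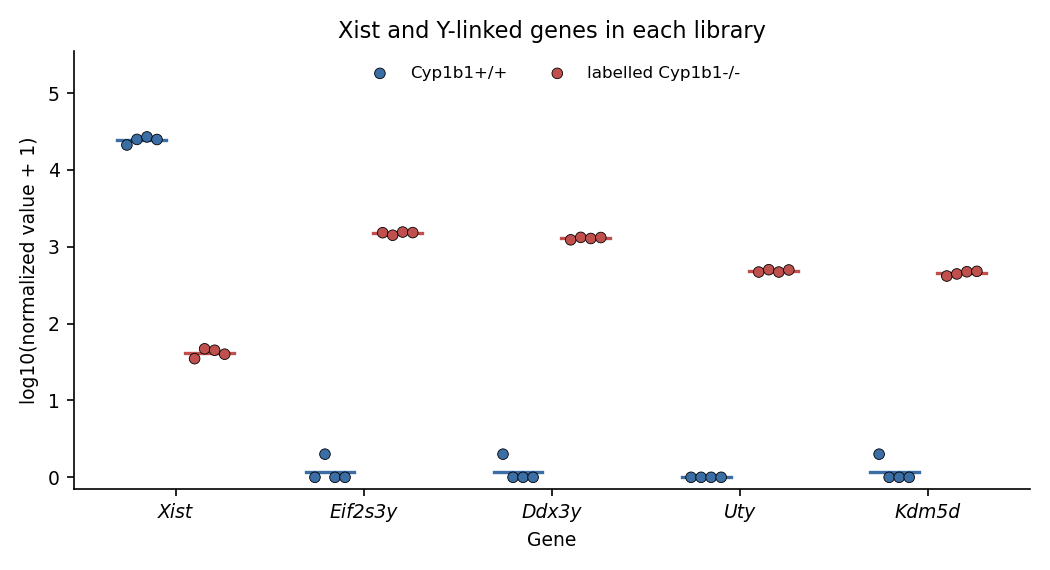
Log10(normalized value + 1) of Xist, Eif2s3y, Ddx3y, Uty and Kdm5d in each library, with bars at the group means of the log values; blue points are Cyp1b1+/+ and red points libraries labelled Cyp1b1-/-. Xist has a mean of 24444 in Cyp1b1+/+ and 40.8 in the others, and Eif2s3y 0.25 and 1504.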

Future studies will further address the gender contributions to various phenotypes noted with *Cyp1b1*-deficiecny.

In summary, RNAseq technology was used to investigate the transcriptome profiles of retinal AC and how Cyp1b1 expression modulates their cellular functions. A pathway analysis of DEG indicated the most significantly enriched pathways included Axon guidance, ECM-receptor interactions, as well as cancer and other pathways (cell proliferation, focal adhesion, and cell adhesion). 

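The paper's enrichment asks whether selected genes fall into a pathway more often than others, and was not repeated. Here 33 gene lists with at least 3 measured members were tested with camera of limma for a shift against all other genes, at a preset correlation of 0.01. Only the Y-linked genes Uty, Kdm5d, Eif2s3y and Ddx3y shifted together at an adjusted p under 0.05 (adjusted p = 8.67e-05 from limma's camera over the 33 lists, higher in the libraries labelled Cyp1b1-/-). With the correlation estimated from the data their adjusted p was 0.157, and the alternatives ranged from 1.8e-05 to 0.157. They follow sex as well as genotype. The paper had already listed each of them among its top upregulated genes from these libraries, so their shift is not independent evidence. The axon guidance genes had an adjusted p of 0.334 (lower), the integrins 0.475 (lower), the cell cycle genes 0.415 (higher) and the cadherins 0.415 (higher). The collagens had 0.753 (lower), with a median log2 fold change of -0.04. Over all lists the adjusted p ran up to 0.849, and 5 lists had an unadjusted p under 0.05. By fry, which asks whether the members of a list change at all, 22 lists passed in one direction and 33 in either direction; neither compares a list with other genes. Lists such as axon guidance, with Sema3c higher and Unc5c lower, held changes both ways, which a test of one direction does not detect.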

Our transcriptomic approach in this investigation, which relied on RNAseq, was powerful and effective way to allow us to obtain a global view of genes whose expression are impacted by Cyp1b1, likely in a gender dependent manner.

## Materials and methods

### Ethics statement

All animal experiments were performed in accordance to the Association for Research in Vision and Ophthalmology Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Institutional Animal Care and Use Committee of the University of Wisconsin School of Medicine and Public Health (the assurance number A3368-01). Animals were sacrificed according to an approved protocol by CO2 asphyxiation.

### Isolation and culture of Cyp1b1-/- retinal AC

Retinal AC were isolated from mouse retina by collecting retinas from one litter of 4-week-old (6 to 7- mix gender) mice using a dissecting microscope, as previously described by us with greater than 98% purity [8, 58]. Briefly, retinas (12 to 14) were rinsed with serum-free Dulbecco’s Modified Eagle’s Medium (DMEM), pooled in a 60 mm dish, minced and digested for 45 min with collagenase Type I (1 mg/ml; Worthington, Lakewood, NJ) in serum-free DMEM at 37°C. Cells were rinsed in DMEM containing 10% fetal bovine serum (FBS) and centrifuged for 5 min at 400 xg. Digested cells were rinsed again in DMEM containing 10% FBS and filtered through a double layer of sterile 40 μm nylon mesh (Sefar America Inc., Fisher Scientific, Hanover Park, IL). Cells were centrifuged for 5 min at 400 xg and medium was aspirated. Cells were washed twice with DMEM containing 10% FBS, resuspended in 1 ml of DMEM containing 10% FBS in a 1.5 ml microfuge tube and incubated with rat-anti-mouse CD31 (Mec13.3; BD Biosciences) coated with sheep anti-rat magnetic beads, and were gently rocked for 1 h at 4°C. Using a Dynal magnetic tube holder, cells not bound to magnetic beads were collected and washed in DMEM containing 10% FBS. Cells were plated in growth medium in a single well of a 24 well plate coated with human fibronectin (2 μg/ml in serum-free DMEM; BD Biosciences, Bedford, MA), and incubated at 33°C with 5% CO2. The cells bound to magnetic beads are generally used to remove retinal EC as we described [58]. Retinal AC were grown in DMEM containing 10% FBS, 2 mM L-glutamine, 2 mM sodium pyruvate, 20 mM HEPES, 1% nonessential amino acids, 100 μg/ml streptomycin, 100 U/ml penicillin, freshly added heparin at 55 U/ml (Sigma, St. Louis, MO), endothelial growth supplement 100 μg/ml (Sigma), and the murine recombinant interferon-γ (R&D, Minneapolis, MN) at 44 U/ml. Cells were maintained at 33°C with 5% CO2. Cells were progressively passed to larger plates, maintained, and propagated in 1% gelatin-coated 60 mm dishes. For all experiments, cells were used at 70–80% confluence unless stated otherwise.

### RNA purification

Total RNA from Cyp1b1+/+ and Cyp1b1-/- retinal AC was purified using RNeasy Mini kit according to manufacturer’s protocol with the DNAse treatment step to eliminate traces of genomic DNA (Qiagen, Germantown, MD). The quality and quantity of the total RNA were measured using an Agilent Model 2100 Bioanalyzer, and samples showing a RIN >8 were selected for further analysis. Samples were stored in RNase-free water and kept at -80°C until further processing.

### RNA sequencing

Eight samples of purified RNA (4 from *Cyp1b1*+/+ retinal AC and 4 from *Cyp1b1* -/- retinal AC) were subsequently subjected to a double round of poly-A mRNA purification, fragmented, and primed for cDNA library synthesis using the TruSeq RNA sample preparation kit (RS-122-9004). All procedures were carried out according to the manufacturer’s instructions (Illumina, San Diego, CA). Following validation (Agilent 2100 Bioanalyzer, DNA 1000) and normalization, samples were clustered (TruSeq pairedend cluster kit v3-cBot-HS, PE-401-3001) followed by paired-end sequencing (100 bp; TruSeq SBS kit v3-HS 200 cycles, FC-401-3001) on a HiSeq2500. The following quality control statistics were used to evaluate the technical quality of the experiments; (1) combined per cycle base quality, (2) per cycle base frequencies, (3) per cycle average base quality, (4) relative 3k-mer diversity, (5) Phred quality distribution, (6) mean quality distribution, (7) read length distribution and (8) read occurrence distribution using the trimming software skewer [59]. Low-abundance genes with a read count below a threshold of 1.0 in two or more samples were excluded. To compare gene expression between Cyp1b1+/+AC and Cyp1b1-/-AC, samples were normalized by trimmed mean of M-values (TMM) using Edge R (version 2.5 of Bioconductor) software [16]. After the inspection of preliminary data, transcript reads were aligned to the preassembled selected reference genome sequence using STAR (Spliced Transcripts Alignment to a Reference) using the default settings [14]. Transcript abundance were performed by using RSEM (RNASeq by Expectation Maximization) [15]. Subsequently, differential analysis of significant changes in gene expression was performed with a glm using the edgeR package [17] in the different genotype pairs (e.g. *Cyp1b1*+/+ vs. *Cyp1b1* -/-). All sequence data have been deposited in the Gene Expression Omnibus with accession number GSE145103.

### Quantitative RT-PCR

Total RNA from retinal AC was extracted using mirVana PARIS kit (Invitrogen). The cDNA synthesis was performed from 1 μg of total RNA using Sprint RT Complete-Double PrePrimed kit (Clontech, Mountain View, CA). One μl of each cDNA (dilution 1∶10) was used as template in qPCR assays, performed in triplicate of three biological replicates on Mastercycler Realplex (Eppendorf) using the SYBR-Green qPCR Premix (Clontech). Amplification parameters were as follows: 95°C for 2 min; 40 cycles of amplification (95°C for 15 sec, 60°C for 40 sec); dissociation curve step (95°C for 15 sec, 60°C for 15 sec, 95°C for 15 sec). Standard curves were generated from known quantities for each of the target gene of linearized plasmid DNA. Ten times dilution series were used for each known target, which were amplified using SYBR-Green qPCR. The linear regression line for ng of DNA was determined from relative fluorescent units (RFU) at a threshold fluorescence value (Ct) to quantify gene targets from cell extracts by comparing the RFU at the Ct to the standard curve, normalized by the simultaneous amplification of RpL13a, a housekeeping gene. All primer sequence used are listed in Table 4.

**Table 4:** Primers to validate differentially express genes.

Gene	Amplicon size (bp)	primer	Primer Sequence (5'->3')	Length	Gene accession
**Cxcl12**	116	F	ctgtgcccttcagattgttg	20	NM_001012477.2
		R	ctctgcgccccttgttta	18	
**Cxcl11**	93	F	tgctgagatgaacaggaaggt	21	NM_019494.1
		R	cgcccctgtttgaacataag	20	
**Col1a2**	69	F	ctggtgcacagggtgtga	18	NM_007743.3
		R	ctcctgcttgacctggagtt	20	
**Arnt2**	104	F	tgcacttcggaaaactccat	20	NM_007488.3
		R	cgagagcccatacacatgc	19	
**Fgf7**	78	F	ttactccatagttctgcaaccagt	24	NM_008008.4
		R	tgttgcccttcccttcataa	20	
**Mmp2**	75	F	gggcttctgtcctgacca	18	NM_008610.3
		R	aagttcttggtgtaggtgtagatcg	25	
**Bmp8b**	70	F	ctgtatgaactccaccaaccac	22	NM_028189.3
		R	ggggatgatatctggcttca	20	
**Cdh3**	75	F	aggcccagctaacacatgac	20	NM_001037809.5
		R	acaaggccacggtgtctc	18	
**Cdh4**	60	F	ttcctggctgctgacaatg	19	NM_009867.3
		R	gtagatctgcagggtcccagt	21	
**Gdf5**	73	F	tttattgacaaagggcaagatg	22	NM_008109.3
		R	aggcactgatgtcaaacacg	20	
**Cd80**	127	F	ttcgtctttcacaagtgtcttca	23	NM_009855.2
		R	tgccagtagattcggtcttca	21	
**Cldn1**	92	F	actccttgctgaatctgaacagt	23	NM_016674.4
		R	ggacacaaagattgcgatcag	21	
**Lefty1**	92	F	actcagtatgtggccctgcta	21	NM_010094.4
		R	aacctgcctgccacctct	18	
**Cysltr1**	95	F	aaggtgctgaggtaccagatagag	24	NM_021476.5
		R	aatcacagcccttgagaagc	20	
**Drd4**	137	F	cccaccaactacttcatcgtg	21	NM_007878
		R	gccatgagcgtgtcacag	18	
**Aldh1a7**	85	F	gtttgcagatgccgacttg	19	NM_011921.2
		R	cgctgcaacacaaatctgac	20	
**Cbr2**	109	F	gcccatgtcacctttcctaa	20	NM_007621.2
		R	ttacccggatcttgtgtgg	19	
**B3gnt3**	115	F	gcaaatacaaccgactgctg	20	NM_028189.3
		R	cactccaggaaaaggacctg	20	
**Cbr3**	60	F	aacgttagcgggagagatga	20	NM_173047.3
		R	cccttgatgtgggaaagaatc	21	
**Ldhb**	86	F	gtagtgggcgttggacaagt	20	NM_001316322.1
		R	acatccaccagggcaagtt	19	
**Gatm**	103	F	ggtgcactacatcggctctc	20	NM_025961.5
		R	acaggaatttcgggaggaa	19	
**Cacna1d**	60	F	gaagctgcttgaccaagttgt	21	NM_001302637.1
		R	aacttccccacggttacctc	20	
**Ccl7**	91	F	ttctgtgcctgctgctcata	20	NM_013654.3
		R	ttgacatagcagcatgtggat	21	
**MAPK13**	63	F	caggctggccttgagtctt	19	NM_011950.2
		R	ccagggctacacagtaagatcc	22	
**Adcy7**		F	gagccttccagacgtccat	19	NM_007406.2
	70	R	aggaggataacggcattgg	19	

### Biological interaction network and KEGG pathway enrichment analysis

Pathway Enrichment Analysis was performed with WEBGESTALT web analysis software (http://bioinfo.vanderbilt.edu/wg2/) by mapping significantly changed genes to corresponding KEGG enrichment pathways, Gene Ontology enrichment and conducting a hypergeometric statistical test with significant level <0.05 after multiple testing correction [60–62]. Significance for pathway level enrichment was defined as having an enrichment score False Discovery Rate (FDR) corrected p-value < 0.05.

### Statistical analysis

RNA-seq data were analyzed and gene expressions were normalized by the method of trimmed mean of M-values (TMM) and glm using the edgeR package, respectively. This yielded a total of 13,575 genes. 

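The 13575 genes are those the authors kept as expressed, and they include 12030 protein-coding genes and 449 processed pseudogenes. Every gene has a sum of normalized values of at least 40 over the 8 libraries, and 15 symbols appear more than once. Genes absent from one group remain: Uty, Cysltr1, Gm26760 and Gm43302 are listed at 0 in every Cyp1b1+/+ library, and Gm15387 in every library labelled Cyp1b1-/-. A gene listed at 0 has no fold change of its own, and what is computed depends on the constant added to it. Gfap, Aqp4, S100b and Aldh1l1, which mark mature astrocytes, are not among the 13575 genes tested. Glul, an astrocyte enzyme that makes glutamine, had 1664 ± 73.1 in Cyp1b1+/+ and 1632 ± 62.1 in the other group (SD, n = 4; adjusted p = 0.597 from limma), and was named after its values were seen.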

KEGG pathway enrichment analysis cut-off criteria of FDR<0.05 with a |FC|>2 was apply. RT-PCR data were analyzed with student's unpaired t-test (2-tailed) or one-way ANOVA with post-Bonferroni’s test for multiple comparisons. P≤ 0.05 was considered significant. Data are presented as Mean ± SEM from cells with n≥ 6 (as indicated in figure legends). All data analysis was done in GraphPad Prism or Microsoft Excel.

How the deposited data were processed for this re-analysis (not part of the article)

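RNA was sequenced from cultured retinal astrocytes (AC) of 4-week-old mice, as 4 Cyp1b1+/+ libraries and 4 libraries labelled Cyp1b1-/-. The paper describes the cells of each genotype as prepared from pooled mice of a litter with mixed genders and as kept free of endothelial cells with CD31 beads. Nothing says how the 4 replicates of a genotype were obtained. The strain entries of the sample labels differ between the genotypes and among the libraries labelled Cyp1b1-/-. This may be an entry error, and the entries were not used.

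The authors aligned paired-end reads with STAR (version 2.5.3a, after bcl2fastq 2.20) to the mouse genome GRCm38.p6, counted reads per gene with RSEM, removed genes of low abundance and normalized by TMM. The score of a gene in a library, as deposited by the authors, is its count scaled to a common library size by TMM and rounded to a whole number, called its normalized value here. The log2 fold change and the average log2 abundance were fitted by the authors with a generalized linear model in edgeR 3.28.0. The likelihood ratio score, the p-value and the FDR come from the authors' likelihood ratio test over the 13575 genes. The fold change of the authors' 585 selected genes is the ratio that they computed from the log2 value. The authors' comparison served only as an alternative and for the overlap of calls, and a sheet of symbols without values was not used.

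The files hold normalized values and no raw counts. The total per library was 19261729 to 20134745, which reflects the common scaling, so the raw depth and the counting error of single values are not known. Coordinates are those of GENCODE mouse release 21 on GRCm38 for 13560 of the 13575 genes.

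Genes were tested with limma 3.58.1 in R 4.3.3, with a mean-variance trend, on log2(value + 1), as had been set before the data were examined for files with normalized values only. P-values were adjusted by Benjamini-Hochberg over the 13575 genes. All 8 libraries entered the fit, without covariates. Means and SDs are of normalized values, and log2 fold changes and standard errors are of the fit. Genes were counted at an adjusted p under 0.05, alone and with a change over 1.5-fold or 2-fold, and at an unadjusted p under 1e-7 with a change over 2-fold, here called the stricter criteria. The paper's words give an absolute log2 fold change of 2 for that list, which was an alternative. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

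The text names Cyp1b1, genes beside the sentence or table of the paper that names them, and the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among those with an adjusted p under 0.05, no overlap between the groups and a mean of at least 1. It also names up to 4 members with the smallest p in each gene list and the 4 members with the highest level in lists of other cell types. The values in the paper's tables had been seen when this rule was set. Any other gene named was chosen after its values were seen. Some genes that the rule would name are not reported here.

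Before the data were examined, 35 gene lists were fixed: axon guidance, collagens, laminins, integrins, cadherins, tenascins with thrombospondins and other matricellular proteins, claudins with adhesion molecules of the immunoglobulin family, ligands and antagonists of TGF-β and BMP, Smads, their receptors, TGF-β targets, BMP targets, antioxidant genes, chemokines, interferon response, angiogenic factors, the AhR battery, cell cycle, cytochrome P450s, retinoid metabolism, metalloproteinases with ADAMTS and TIMP genes, Wnt ligands, FGF ligands, Y-linked genes, genes of X inactivation and escape, and markers of astrocytes, Müller glia, endothelial cells, pericytes and smooth muscle, fibroblasts, microglia and macrophages, photoreceptors and neurons, retinal pigment epithelium and melanocytes, oligodendrocytes and Schwann cells, and epithelial cells. The 33 lists with at least 3 measured members were tested with camera (preset correlation 0.01) and fry of limma, adjusted over the 33 lists. The genes of Tables 1, 2 and 3 and the 585 genes were chosen by the study on these libraries and give no independent evidence. Members of the fixed lists that are among these genes, such as the Y-linked ones, give none either. The KEGG and GO enrichments of the paper were not repeated, and its RT-qPCR was not analysed here.

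The alternatives set beforehand were pseudocounts of 0.1 and 0.5 in place of 1, rescaling by median ratios, scaling to equal column totals, a filter of at least 10 in every sample, the replicate number as a block, leaving out each library in turn, leaving out genes on X and Y, an estimated correlation in camera, an absolute log2 fold change over 2, and the authors' values. A filter on a mean of at least 50 and an FDR under 1e-7, from limma and from the authors' table, were added after seeing the data. Clustering used Ward linkage on z-scores. In 4 against 4 libraries the smallest two-sided p of an exact permutation test is 0.029. Dixon's test was run on 74 groups of 4 values, and all 35 splits of the libraries into 4 and 4 were fitted.

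The pipeline was tested on a simulated table of 13575 genes with changes planted in some of them. In it 66 of 67 genes were recovered at 1.5-fold, 67 of 67 at 2-fold and 66 of 66 at 4-fold, with 5 false calls. A planted list was found while 0 of 29 other lists was called. Changes were planted only in genes with a mean of at least 50. Values were drawn independently, with the same spread beyond counting error for every gene and no outlying library. The simulation held far fewer changed genes than the data. It does not show the recovery of genes near 0 or in the presence of an outlying library.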

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

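The tests of explanations in this part were chosen after the results were seen, except the comparison of genes near Cyp1b1, which was set before the data were examined; how its outcome would be read was written after.

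Replicate 2 labelled Cyp1b1-/- stood far from the other 3 libraries with its label, by Dixon's test, in 9 of 74 groups of values tested. Some of the 74 groups are of Cyp1b1+/+ libraries, where it cannot stand out. The chance of about 1 in 20 per group is for any library of the group, not for this one. Several genes tested were chosen by the study on these libraries. The total normalized value of replicate 2 was 20134745, against 19491502 to 19559463, and 523 of its genes lay more than 2-fold above the other libraries, against 56 to 78. Col1a2 had 44444 there (210 to 230 in the other 3), Mmp2 12371 (249 to 275), Thbs2 1188 (276 to 328), Dsp 1036 (30 to 34), Ldhb 435 (241 to 260) and Gdf5 59 (14 to 21), and Arnt2 the lower value of 2124 (2423 to 2471).

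RNA of mouse matrix-producing cells in this library could account for its matrix genes: of 6 fibroblast genes with a mean under 2000 in the other 3 libraries, 4 were more than 8-fold higher in it, and the other members keep this open. Of the 449 processed pseudogenes measured, 49.67% lay more than 2-fold above the other 3 libraries, against 3.341% to 4.9% in each of those, and of the protein-coding genes 2.103%, against 0.1413% to 0.266%. The share of pseudogenes exceeded that of protein-coding genes 13.9 to 34.7 times in the other 7 libraries and 23.6 times in this one, so this ratio does not decide whether such RNA brought the pseudogenes too; the median ribosomal protein gene differed by a log2 ratio of 0.01. Reads placed differently between near-identical sequences may have contributed: 6 of 24 collagens were more than 8-fold higher, and no sequences were compared that could decide it. Reads of another organism may account for the pseudogenes, which make up 42.64% of the genes above 2-fold in this library and 23.81% to 39.29% in each of the other 3 with its label, so that this share decides nothing either. Without the reads these sources cannot be told apart. A different state of the cells in that culture was not tested, as nothing is stated of how the replicates differ.

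Genes of the sex chromosomes split the genotypes, with Xist high in all 4 Cyp1b1+/+ libraries and the 4 genes of the fixed Y-linked list, Uty, Kdm5d, Eif2s3y and Ddx3y, high in the 4 others. The paper describes pools of mixed genders, but Xist reached at most 0.188% of its Cyp1b1+/+ mean in a library labelled Cyp1b1-/-, which argues against cells of both sexes in each genotype. The highest value of a gene of that list in a Cyp1b1+/+ library was 0.221% of its mean in the other group, consistent with cells of one sex in each genotype. Of the 3 other genes tested on the Y chromosome, 2 were present in both groups: Erdr1, in the region that X and Y share, had 740 on average in Cyp1b1+/+ and 212 in the others, and Gm20775 150.2 and 133. Mid1-ps1 had 1.25 and 19.8. Of the 297 genes at the stricter criteria, 284 are autosomal, and for these the sex of the cells and the genotype cannot be told apart, since both divide the libraries in the same way. Genotype, the biological explanation that the design names, stays open beside sex and culture. The strain entries of the sample labels do not settle whether the genetic background is the same in both groups.

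Cyp1b1 was higher in the libraries labelled Cyp1b1-/-, with a log2 fold change of 0.658 and no overlap between the groups. An exchange of the labels may account for this, as may transcripts of the targeted gene that are still made, and without exon-level reads these cannot be told apart. Other measures run both with and against the labels. The paper reports RT-qPCR on newly extracted RNA with changes like those of the sequencing, 9 of 27 of them not significant, and from earlier work less BMP-7 and MCP-1, more fibronectin, more αvβ3 and α5β1 integrins and more proliferation in Cyp1b1-/- AC. Here Bmp7 (log2 fold change -2.31) and Ccl2 (-1.95) were lower and Fn1 (0.30) higher, but Itgb3 (-1.89) and Itga5 (-0.31) were lower, and Itgav (-0.11) and Itgb1 (-0.02) did not pass, though Itgav was lower without Cyp1b1+/+ replicate 1. Of the cell cycle genes, 14 were higher, among them Mki67 (0.57), and 8 lower, with a median of 0.02 (adjusted p = 0.415 from limma's camera). Fn1 did not pass without Cyp1b1+/+ replicate 1, 2 or 4 or replicate 3 labelled Cyp1b1-/-. None of these measures marks the allele. The paper words the earlier BMP-7, MCP-1, fibronectin and integrin findings as amounts produced, while the values here are RNA levels of single genes. The paper names no exon for the deleted part of the gene in its text. A region inherited with the targeted gene may differ too, but of 42 genes within 5 Mb only Qpct met the stricter criteria, against 295 of 13495 others (odds ratio 1.09, Fisher's exact test p = 0.605), which does not decide it.

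Cdx2 had a value of 1 in Cyp1b1+/+ replicate 4 and 0 in the other 3. Kdm5d had 1 in Cyp1b1+/+ replicate 1 and 0 in the other 3. Drd4 had 3 in Cyp1b1+/+ replicate 1 and 2 in each of the others. These 3 differ by a single unit of the rounded values. In all, 12 of the 74 groups stood out, where chance would give 3.7.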

How the results depend on the processing

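The alternatives were set before the data were examined, except the filter on a mean of at least 50 and the FDR under 1e-7 (from limma and from the authors' table), which were chosen after seeing the data. For 257 genes (those of Tables 1 to 3, those with the largest changes and all others named), 4150 of 4244 values under an alternative kept their direction and their side of an adjusted p of 0.05 (from limma, or the authors' FDR with the authors' values). In 25 genes a call changed. Without replicate 2 labelled Cyp1b1-/-, Col1a1 (log2 fold change -0.289) and Col6a2 (-1.282), which had not passed, were lower instead of higher (with any other library left out, up to 1.783 and 0.7567, without replicate 1 labelled Cyp1b1-/-), and Col3a1 (-3.878) and Smad9 (0.3741) passed. Smad9 also passed with the replicate block (0.2546), Smad1 without replicate 4 labelled Cyp1b1-/- (-0.2037), Itgav without Cyp1b1+/+ replicate 1 (-0.1534), with the replicate block (-0.1112) and with equal column totals (-0.1372), Mid1-ps1 without replicate 1 labelled Cyp1b1-/- (3.756), with the replicate block (2.655) and with the authors' values (3.909), and Actg-ps1, Col1a1, Col1a2, Col6a2 and Tgfbi with the authors' values (6.72, 3.875, 5.74, 2.815 and 4.64). In 67 values of 15 genes a call was lost: Mmp2 without Cyp1b1+/+ replicate 1, 2, 3 or 4 (2.89, 3.08, 3.00 and 3.08), Smad7 without Cyp1b1+/+ replicate 2 (-0.26), Smad6 without Cyp1b1+/+ replicate 1 or replicate 1 labelled Cyp1b1-/- (0.2224 and 0.253) and with the authors' values (0.2632), Cdh2 and Cyp2u1 with the authors' values, and Cd68, Eef1a1, Fn1, Hes1, Mitf, Rdh11, Rxra, Tnc, Tnn and Wnt2 under 2 to 8 alternatives each. In 10 values the direction turned with no call in either setting: Actb, Fgf2, Grem1, Tgfb1 (-0.4215) and Tgfbi (-0.2594) without replicate 2 labelled Cyp1b1-/-, Fgf22 without Cyp1b1+/+ replicate 2, Glul without Cyp1b1+/+ replicate 1, Itgb1 without Cyp1b1+/+ replicate 3 or replicate 1 labelled Cyp1b1-/- and Col3a1 with the authors' values. For Col1a2 and Mmp2, replicate 2 labelled Cyp1b1-/- sets the spread. Of the 33 list tests, 550 of 556 values kept their direction and side. In 2 a call changed, and in 4 the direction turned with no call: the fibroblast genes and the ligands and antagonists of TGF-β and BMP (higher, and lower without replicate 2 labelled Cyp1b1-/-), and the FGF ligands (lower, and higher without genes on X and Y and with a mean of at least 50). Member counts of lists moved by more than 1.5 times in 77 of 1190 values, from counts of at most 8 members, the highest after the change being 14 lower collagens without replicate 2 labelled Cyp1b1-/- (main 7).

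Genes at an adjusted p under 0.05 from limma numbered 3212 to 3805 higher and 3162 to 3927 lower under the alternatives, and 2652 higher and 2533 lower at the authors' FDR under 0.05, with 3543 higher and 3562 lower with the replicate block; the replicate numbers did not pair the samples (the correlations of deviations between libraries of the same number were -0.0226 to -0.00450, each below the best with another number). Other counts moved. A filter of at least 10 in every sample gave 378 lower by more than 2-fold (main 614), and a mean of at least 50 gave 674 lower by more than 1.5-fold (main 1125) and 224 higher and 295 lower by more than 2-fold (main 354 and 614), since both test fewer genes of low level. At the stricter criteria (134 higher, 163 lower), the replicate block gave 59 and 52, an absolute log2 fold change over 2 gave 60 and 66, an FDR under 1e-7 gave 67 and 62, the authors' p-values 252 and 384, and the authors' FDR under 1e-7 236 and 349. With 1 library left out, the higher count was 90 to 181 and the lower 89 (without Cyp1b1+/+ replicate 4) to 296 (without replicate 2 labelled Cyp1b1-/-); it was 92 without Cyp1b1+/+ replicate 2 and 93 without replicate 3.

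In the list tests with limma's camera, the Y-linked genes had an adjusted p of 0.157 with an estimated correlation and 1.8e-05 to 0.00247 elsewhere. The TGF-β targets had 0.00713 (without replicate 2 labelled Cyp1b1-/-) to 0.389 (without replicate 4 labelled Cyp1b1-/-) with 1 library left out. Lists past an adjusted p of 0.05 (main 1) numbered 0 with at least 10 in every sample and 0 without genes on X and Y (4 of 31 lists at an unadjusted p under 0.05 in each), 0 with an estimated correlation (2 of 33), and 1 to 2 with 1 library left out (2 without replicate 2 labelled Cyp1b1-/-). By fry, 22 of 33 lists passed in 1 direction. The Y-linked list is removed where genes on X and Y, or genes with low values, are left out; for the other changes the cause was not tested. All 8 libraries clustered by genotype in every setting tried. A mean of at least 1 removes no gene and tests nothing. Alternatives for raw counts were not run, as there are none: the likelihood ratio test, DESeq2, voom, filterByExpr, a prior count of 2 and no filter. The whole-number rounding limits genes with values near 0, whose fold changes depend on the pseudocount.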

Differences from the paper's values

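The alternative with the authors' FDR under 1e-7 and the ratio of group means were chosen after seeing the data; all others here were set before the data were examined. Of 64 log2 fold changes the paper states, 19 differ by more than the replicate SD and 0 has the opposite sign. Among the 19 are Uty, Cysltr1, Gm26760 and Gm43302, which are listed at 0 in every Cyp1b1+/+ library and have no measured fold; for these the values here are only those of the fit with 1 added, and the gap to the paper's values is not a measured difference.

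For 585 genes selected by the paper (236 higher, 349 lower), a p under 1e-7 from limma with a change over 2-fold gave 297 (134 higher, 163 lower); the paper's text states an absolute log2 fold change of 2, while its Table 1 holds values near -1. Without replicate 2 labelled Cyp1b1-/- the counts were 477 (181 and 296), and with the authors' p-values 636 (252 and 384); of the alternatives set beforehand, these 2 lie within 1.5 times of the paper's counts and the others do not. The authors' FDR under 1e-7 with a change over 2-fold, chosen after seeing the values, gives 585 (236 and 349) and drops 0 of the paper's selected genes. An unadjusted p under 1e-8 in the authors' table gives the same number, so the rule is not unique. At the absolute log2 fold change of 2 in the paper's words, the authors' table gives 305 (125 and 180).

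With the authors' deposited values all 19 log2 fold changes lie within the replicate SD of the paper's, so each statement below concerns the other alternatives. For Eif2s3y the paper's log2 fold change is 12.01499 and the value here 10.30, for Uty 11.91885 and 8.92, for Ddx3y 11.79096 and 10.08, and for Kdm5d 10.28087 and 8.57. For Cysltr1 the paper's value is 8.342675 and the value here 5.37, and for Gm26760 8.102196 and 5.12. For Actg-ps1 they are 6.722348 and 2.27, for Cdx2 6.474141 and 4.80, for Oxct2b 6.374568 and 4.70, for Adarb2 5.88212 and 4.22, and for Col1a2 5.74 and 1.97. None of these 11 came within the SD under another alternative set beforehand.

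For Gm43302 the paper's log2 fold change is 9.580986 and the value here 5.20, within the SD with a pseudocount of 0.1 (7.68). For Rpl15-ps2 the values are 9.550535 and 8.86, within it with a pseudocount of 0.5 and without Cyp1b1+/+ replicate 3 or 4 or replicate 4 labelled Cyp1b1-/-. For Dsp they are 6.813457 and 4.57, within it with a pseudocount of 0.1 and without replicate 3 labelled Cyp1b1-/-. For Sgsm1 they are 6.689262 and 6.09, within it with a pseudocount of 0.5, without Cyp1b1+/+ replicate 1 and without replicate 2 labelled Cyp1b1-/-. For Gm38312 they are 6.410902 and 5.95, within it with a pseudocount of 0.1. For Mmp2 they are 5.28 and 3.01, within it without replicate 1, 3 or 4 labelled Cyp1b1-/-. For Drd4 they are 3.32 and 2.85, within it with a pseudocount of 0.1 or 0.5 and without replicate 4 labelled Cyp1b1-/-. For Cxcl11 they are 2.96 and 2.79, within it with a pseudocount of 0.1 or 0.5, without Cyp1b1+/+ replicate 1 or 3 and without replicate 2 labelled Cyp1b1-/-. Under the alternatives not named these genes differ, where they could be computed; a filter of at least 10 in every sample removes most of them. The log2 ratio of the group means, chosen after seeing the values, lies within the SD of the paper's value for 9 of the 19: Actg-ps1 (6.74), Col1a2 (5.74), Mmp2 (5.28), Dsp (6.82), Rpl15-ps2 (9.66), Sgsm1 (6.76), Gm38312 (6.42), Drd4 (3.37) and Cxcl11 (2.95). It does not for Eif2s3y, Ddx3y, Kdm5d, Cdx2, Oxct2b and Adarb2, and has no value for the 4 genes at 0. The fit averages logs, so that 1 library with a very high value moves it less than it moves a ratio of means. Col1a2 and Actg-ps1 are called by the paper and pass with the authors' values, but not with limma here under any other setting.

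The paper gives its text values as folds; they are log2 fold changes. The paper calls the genes of the lower part of Table 1 the top downregulated ones; they are the 20 smallest falls of its 349 lower genes, and Epsti1 fell by 4.94 on the log2 scale here. The paper states that Smad genes were upregulated. Of the 8, Smad4, Smad5 and Smad6 were higher, and Smad3 (log2 fold change -0.25) and Smad7 (-0.29) lower. Without replicate 2 labelled Cyp1b1-/- Smad9 was higher as well (0.37, adjusted p = 0.00144 from limma). Smad6 did not pass in the authors' edgeR fit (FDR 0.144) or under 2 other alternatives, and Smad7 did not pass without Cyp1b1+/+ replicate 2. The paper states that TGF-β was downregulated; Tgfb3 was lower (-1.03), Tgfb2 higher (0.77) and Tgfb1 did not pass (0.26). The paper states that tenascin was upregulated. Tnc was higher (0.19), but did not pass in the authors' edgeR fit (FDR 0.242) or without replicate 3 labelled Cyp1b1-/-. Tnxb (-2.05), Tnr (-1.88) and Tnn (-0.92) were lower, with Tnn not past the test under several alternatives. The paper describes expression as similar within each group; replicate 2 labelled Cyp1b1-/- had correlations of 0.9616 to 0.9625 with the others of its label, which had 0.990 among themselves. In the paper Cyp1b1 is the gene removed; its level was higher in the libraries labelled Cyp1b1-/- (0.66). The paper describes cells of mixed genders; of the genes of the Y chromosome, Uty, Kdm5d, Eif2s3y and Ddx3y were at or near 0 in every Cyp1b1+/+ library, with Eif2s3y at 0.25 on average.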

Other observations

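The splits of the libraries and the test of neighbouring genes were set before the data were examined, as were the lists; the gamma protocadherins were chosen after seeing the data. Of 35 interferon response genes, 8 were higher and 19 lower in the libraries labelled Cyp1b1-/- at an adjusted p under 0.05 from limma, with the same counts when adjusted over the list alone. Oasl1, an antiviral gene, fell from 157 ± 10.9 to 16.8 ± 2.87 (SD, n = 4; log2 fold change -3.17, standard error 0.14, adjusted p = 7.04e-08 from limma), and Ifi44 from 2430.5 ± 111 to 1330.2 ± 77.1 (log2 fold change -0.87, adjusted p = 3.12e-07 from limma). The cells were grown with interferon-γ, so that these genes were measured under stimulation. The list had an adjusted p of 0.113 from limma's camera (lower). Of 21 angiogenic factors, 4 were higher and 12 lower (5 and 13 when adjusted over the list alone; adjusted p = 0.113 from limma's camera, lower). Angpt2, a ligand of the receptor Tie2, fell from 256 ± 15.2 to 76.5 ± 7.14 (log2 fold change -1.73, standard error 0.09, adjusted p = 1.63e-07 from limma), Pdgfc, a ligand of PDGF receptors, from 2124 ± 82.0 to 1256 ± 20.9 (log2 fold change -0.76, adjusted p = 8.83e-08 from limma), Edn1, the endothelin gene, from 583 ± 39.7 to 254 ± 22.7 (log2 fold change -1.19, adjusted p = 6.00e-07 from limma) and Angptl2 from 4360.2 ± 326 to 2436 ± 114 (log2 fold change -0.84, adjusted p = 9.89e-07 from limma).

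Of 9 genes of the aryl hydrocarbon receptor battery, 6 were higher and 2 lower, with the same counts when adjusted over the list alone. The higher ones include Cyp1b1 itself, whose level runs against the labels. As a set the list did not pass (adjusted p = 0.282 from limma's camera, higher). Ahr, the receptor, rose from 109.8 ± 6.90 to 218 ± 17.0 (log2 fold change 0.98, standard error 0.08, adjusted p = 4.99e-06 from limma), and Arnt, its partner, fell (log2 fold change -0.25, adjusted p = 2.57e-04 from limma). Of 12 cytochrome P450 genes, 3 were higher and 4 lower (3 and 5 when adjusted over the list alone), with 2 lower without Cyp1b1+/+ replicate 2, 3 or 4 or replicate 1 labelled Cyp1b1-/-. Cyp1a1, a target of the receptor, rose from 21.2 ± 4.86 to 37 ± 4.97 (log2 fold change 0.79, adjusted p = 0.00922 from limma), and Cyp2u1 fell (log2 fold change -0.46, adjusted p = 0.0126 from limma).

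Of 12 astrocyte markers measured, 3 were higher and 4 lower (3 and 5 when adjusted over the list alone). Apoe, a lipid carrier, fell from 298 ± 38.8 to 89 ± 6.98 (log2 fold change -1.73, standard error 0.11, adjusted p = 5.71e-07 from limma). Markers of other cell types were counted too, several of which astrocytes also express. Of 8 fibroblast genes, 2 were higher and 1 lower (the same when adjusted over the list alone), with Twist1 (log2 fold change 0.55, adjusted p = 5.03e-05 from limma) and Prrx1 (log2 fold change 0.48, adjusted p = 1.99e-06 from limma) higher and S100a4 (log2 fold change -0.86, adjusted p = 1.01e-06 from limma) lower; without replicate 2 labelled Cyp1b1-/- 4 were lower. Of 5 endothelial genes, Kdr (log2 fold change -0.40, adjusted p = 0.00139 from limma) and Egfl7 (log2 fold change -0.70, adjusted p = 0.00346 from limma) were lower and 3 did not pass (0 and 3 when adjusted over the list alone); the method removes cells bound to CD31 beads. Of 4 Müller glia genes, Dkk3 (log2 fold change -1.36, adjusted p = 7.44e-08 from limma) and Hes1 (log2 fold change -0.35, adjusted p = 0.0356 from limma) were lower and 2 did not pass (the same when adjusted over the list alone), with 1 lower when Cyp1b1+/+ replicate 1, 2, 3 or 4 or replicate 1, 3 or 4 labelled Cyp1b1-/- was left out.

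Of 3 microglia and macrophage genes, Cd14 (log2 fold change 0.68, adjusted p = 0.0108 from limma) was higher, Csf1r (log2 fold change -1.57, adjusted p = 3.83e-04 from limma) and Cd68 (log2 fold change -0.50, adjusted p = 0.0267 from limma) were lower, and 1 was lower without Cyp1b1+/+ replicate 2 or 3 or replicate 1 labelled Cyp1b1-/-. Of 5 photoreceptor and neuron genes, Prkca (log2 fold change 0.34, adjusted p = 1.18e-04 from limma) and Pax6 (log2 fold change 0.22, adjusted p = 3.91e-04 from limma) were higher and Rbpms (log2 fold change -0.69, adjusted p = 0.0146 from limma) lower. Of the 2 genes of retinal pigment epithelium and melanocytes, Mitf was lower (log2 fold change -0.71, adjusted p = 0.0342 from limma), but not without Cyp1b1+/+ replicate 1, 3 or 4 or replicate 1 or 4 labelled Cyp1b1-/-, nor with the replicate number as a block (adjusted p = 0.0672). Of the 2 epithelial genes, Dsp was higher and Krt19 did not pass (log2 fold change -0.04, adjusted p = 0.492 from limma). Counts for the 4 lists counted here were the same when adjusted over the list alone.

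The gamma protocadherins, adhesion molecules encoded in an array on chromosome 18 from 37661793 to 37841873, changed in both directions: of 16 measured, 9 were higher and 6 lower. Pcdhga7 fell from 478 ± 38.7 to 11.2 ± 7.18 (SD, n = 4; log2 fold change -5.49, adjusted p = 1.08e-06 from limma) and Pcdhga8 from 311 ± 27.7 to 26.8 ± 16.6 (log2 fold change -3.75, adjusted p = 4.81e-05 from limma), while Pcdhgb2 rose from 59.2 ± 13.7 to 525 ± 34.8 (log2 fold change 3.16, adjusted p = 1.63e-07 from limma). These genes share their last exons, so the assignment of reads among them is uncertain.

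Among the 35 splits of the 8 libraries into 4 and 4, 1, the real one, called as many genes as the split by genotype, for each of the 4 gene counts. By genotype 7285 genes had an adjusted p under 0.05 from limma, 2088 with a change over 1.5-fold and 968 over 2-fold. At the stricter criteria there were 297, and the highest count in any other split was 1 gene. Every other split mixes the labels, so the difference between them enters the spread within its groups and few calls can remain. The splits therefore cannot exclude a chance difference between the cultures. For gene lists past an adjusted p of 0.05, 23 of the 35 splits called at least 1, as many as the real split, and the highest other called 9, so chance is not excluded for the number of lists.

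Of 296 genes at the stricter criteria with coordinates, 32.43% had another such gene within 1 Mb, against a mean of 34.54% in 10000 random draws (permutation test, one-sided p = 0.751). With windows of 0.25 and 5 Mb the shares were 13.85% and 72.97% (permutation p = 0.546 and 0.452). Of the genes within 5 Mb of Cyp1b1, 19 of 42 had an adjusted p under 0.05, against 7251 of 13495 others (odds ratio 0.711, Fisher's exact test p = 0.282).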
